# *MicroRNA-140* mediates RB tumor suppressor function to control stem cell-like activity through interleukin-6

**DOI:** 10.18632/oncotarget.14681

**Published:** 2017-01-16

**Authors:** Akiyo Yoshida, Shunsuke Kitajima, Fengkai Li, Chaoyang Cheng, Yujiro Takegami, Susumu Kohno, Yuan Song Wan, Naoyuki Hayashi, Hayato Muranaka, Yuuki Nishimoto, Naoko Nagatani, Takumi Nishiuchi, Tran C Thai, Sawako Suzuki, Shinji Nakao, Tomoaki Tanaka, Osamu Hirose, David A. Barbie, Chiaki Takahashi

**Keywords:** cancer, cancer stem cells, RB, mir-140, interleukin-6

## Abstract

We established an *in vitro* cell culture system to determine novel activities of the retinoblastoma (Rb) protein during tumor progression. Rb depletion in *p53*-null mouse-derived soft tissue sarcoma cells induced a spherogenic phenotype. Cells retrieved from Rb-depleted spheres exhibited slower proliferation and less efficient BrdU incorporation, however, much higher spherogenic activity and aggressive behavior. We discovered six miRNAs, including mmu-miR-18a, -25, -29b, -140, -337, and -1839, whose expression levels correlated tightly with the Rb status and spherogenic activity. Among these, mmu-miR-140 appeared to be positively controlled by Rb and to antagonize the effect of Rb depletion on spherogenesis and tumorigenesis. Furthermore, among genes potentially targeted by mmu-miR-140, Il-6 was upregulated by Rb depletion and downregulated by *mmu-mir-140* overexpression. Altogether, we demonstrate the possibility that *mmu-mir-140* mediates the Rb function to downregulate Il-6 by targeting its 3′-untranslated region. Finally, we detected the same relationship among RB, hsa-miR-140 and IL-6 in a human breast cancer cell line MCF-7. Because IL-6 is a critical modulator of malignant features of cancer cells and the RB pathway is impaired in the majority of cancers, hsa-miR-140 might be a promising therapeutic tool that disrupts linkage between tumor suppressor inactivation and pro-inflammatory cytokine response.

## INTRODUCTION

MicroRNAs (miRNAs) are non-coding 18 to 25 base pair ribonucleotides that post-transcriptionally downregulate proteins by binding to a complementary sequence in the 3′-untranslated region (3′UTR) of target gene mRNA [1, 2]. Recently, miRNAs have emerged as critical modifiers of malignant phenotypes in several cancers [3–5]. Extensive downregulation of miRNAs was observed in human tumor cells relative to normal tissues [6, 7]. Lower expression of components mediating miRNA biosynthesis such as DROSHA and DICER1 was correlated with poor prognosis in ovarian cancers and neuroblastomas [8, 9]. These findings indicate tumor-suppressive functions that are shared by a wide variety of miRNAs. Indeed, *Dicer1* knockout mice, in which miRNA expression is globally repressed, exhibit a tumor-prone phenotype [10, 11], even though some miRNAs such as *miR-21* have oncogenic functions [12].

The tumor-suppressive functions of miRNAs are attained primarily by their ability to interfere with the translation of oncogenic mRNAs. For example, the *miR-200* family antagonizes the epithelial-mesenchymal transition (EMT) associated with cancer metastasis by downregulating transcriptional suppressors of E-cadherin, such as *ZEB1* and *ZEB2* [13]. Furthermore, *let-7*, *miR-15a, miR-31, miR-34, miR-205* and others were demonstrated to suppress Ras, Myc, Bcl2, Notch, E2F1 or CyclinD1 [14], suggesting a tumor-suppressive activity for these miRNAs. However, exactly how these tumor-suppressive miRNAs are regulated during tumor progression remains poorly defined.

The tumor suppressor protein retinoblastoma (RB) is genetically or functionally inactivated in many human cancers, and exerts its tumor-suppressive functions through physical interactions with various effector molecules including E2F transcription factors, tissue-specific transcription factors, LxCxE motif-containing chromatin modifiers, and the E3 ubiquitin protein ligase SKP2. Due to the large variation in its binding partners, the RB transcriptional complex can either promote or repress expression of its target genes [15].

In this study, we employed an *in vitro* model of cancer progression wherein Rb inactivation enhances stem cell-like activities. We identified miRNAs whose levels differ in close association with the RB status and stem cell-like activities. This unveiled a relationship between RB and miR-140; depletion of RB downregulates miR-140. The *mir-140* has been implicated in the suppression of hepatocellular carcinoma, non-small cell lung cancer, colon cancer, breast cancer and ovarian cancer through the inhibition of growth factor signaling [16–20]. We further identified IL-6 gene as a possible direct target of *mir-140*. Rb depletion indeed upregulated IL-6 expression, which was antagonized by overexpression of *mir-140*. Therefore, this study proposes that Rb downregulates IL-6 through upregulation of *mir-140*.

## RESULTS

### Il-6 mRNA upregulation is associated with an undifferentiated state following Rb inactivation

Previously, we demonstrated that a *p53*-null background facilitates cells to acquire undifferentiated phenotypes including increased self-renewal upon RB inactivation [21, 22]. To determine the RB-inactivation signature in the context of gaining self-renewal activity in a *p53*-null genetic background, we employed a soft tissue sarcoma model. *p53*^−/−^ mice in a C57BL/6 background developed soft tissue-derived sarcoma with a frequency of approximately 20%. Cells derived from these tumors were readily adaptable to 2-dimensional (2D) culture, and appeared to be poorly spherogenic when cultivated in serum-free medium supplemented with EGF, bFGF and B-27 in a non-adherent dish type. However, upon Rb depletion, these cells efficiently formed small spheres up to day 14 in sphere culture (Figure 1A–1E), suggesting enhanced self-renewal activity in Rb depleted cells.

**Figure 1:**
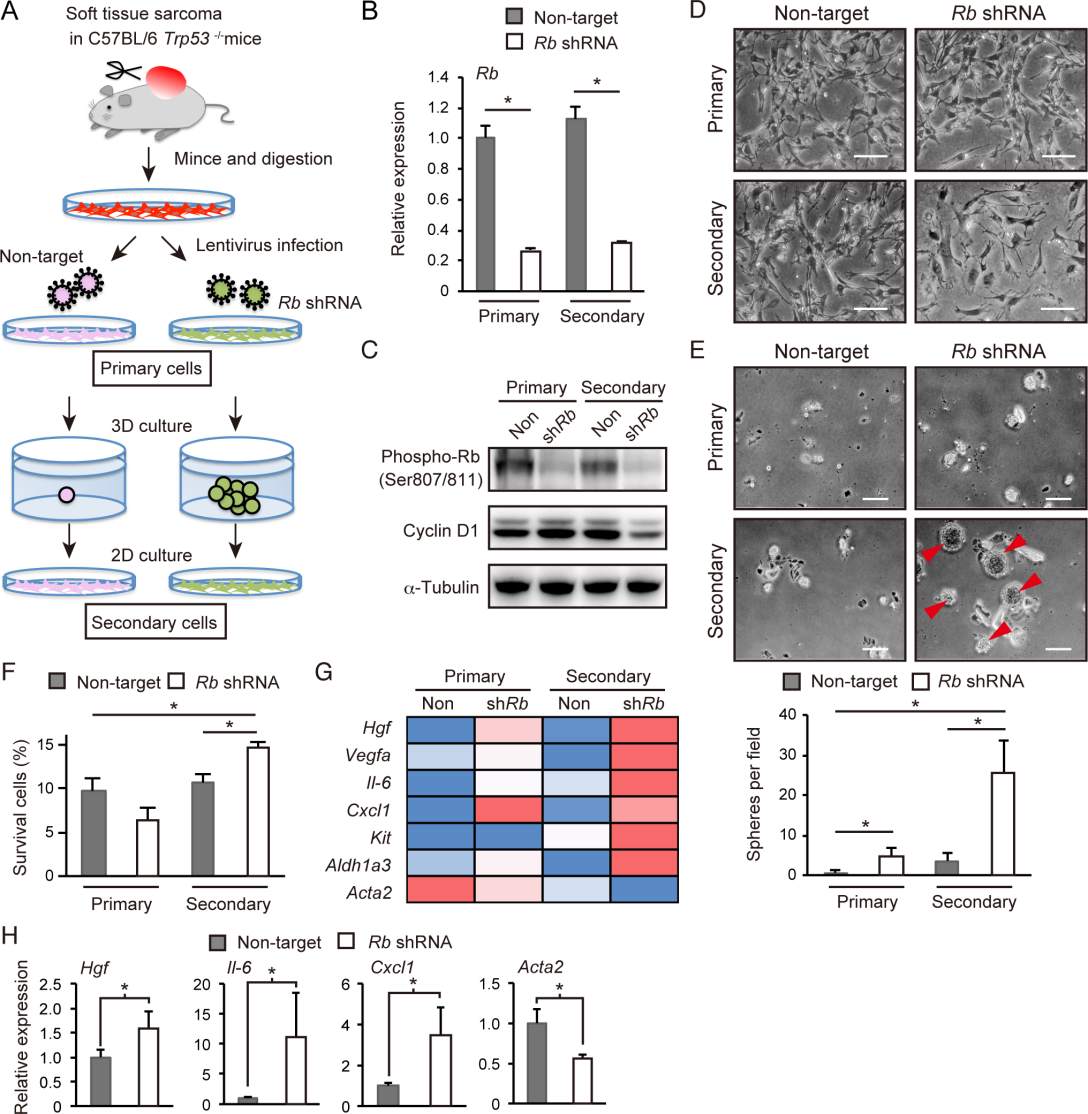
Analysis of Rb depletion-induced spherogenic cells (**A**) Protocol for the preparation of Rb depletion-induced spherogenic cells (Rb-depleted secondary cells) from *p*53-null soft tissue sarcoma cells. (**B**) RT-qPCR of Rb in *p*53-null sarcoma cells transduced with the indicated vector. *N* = 3. Columns represent the mean and standard deviation (S.D.) unless otherwise indicated. (**C**) Immunoblot (IB) of the indicated proteins in *p*53-null soft tissue sarcoma cells transduced with the indicated vector. (**D**) Phase-contrast images of *p*53-null soft tissue sarcoma cells grown in monolayer culture transduced with the indicated vector. Scale bar: 200 μm. (**E**) Spheres (arrowheads) derived from *p*53-null soft tissue sarcoma cells transduced with the indicated vector (upper). Scale bar: 200 μm. Sphere numbers per field (lower). *N* = 3. (**F**) Cell survival rates for *p*53-null soft tissue sarcoma cells transduced with the indicated vector after treatment with 250 nM doxorubicin for 72 hours. *N* = 3. (**G**) Heat map of rpkm values of the indicated genes in *p*53-null soft tissue sarcoma cells transduced with the indicated vector. (**H**) 1 × 10^5^ cells transduced with the indicated vector were injected into C57BL/6 mice. RT-qPCR results of the indicated genes in tumors derived from implanted *p*53-null soft tissue sarcoma cells transduced with the indicated shRNA are shown (day 24). *N* = 3.

Next we recovered viable cells from the spheres derived from Rb-depleted cells. Spheres with surface areas > 5,000 μm^2^ and ratios of the longest/shortest diameter (L/S ratio) < 1.5 were manually picked, disaggregated with a cell strainer, and plated onto a 2D culture dish (Figure 1A and Supplementary Figure 1A). We referred to these cells as “Rb-depleted secondary cells” and conducted all analysis of these cells before they reached passage 4. “Control secondary cells” were derived from cells surviving 3D culture conditions for sphere formation, although these cells did not form visible spheres.

Both control and Rb-depleted secondary cells re-adapted well to 2D culture conditions. However, as compared to control and other primary cells, Rb-depleted secondary cells exhibited flattened cell shapes and slower growth (Figure 1D). In agreement, Rb-depleted secondary cells showed decreased cyclin D1 expression (Figure 1C) and less efficient BrdU incorporation (Supplementary Figure 1B). However, Rb-depleted, sphere-derived secondary cells exhibited the highest spherogenic activity, resistance to doxorubicin treatment and metastatic activity in mice when compared to the three other types of cells (Figure 1E and 1F, and Supplementary Figure 1C).

We analyzed all four types of cells by RNA sequencing. We found that the well-established cancer stem cell marker *Aldh1a3* was highly expressed in Rb-depleted secondary cells, strongly implicating the enrichment of stem cell-like cells in this cell population (Figure 1G). In addition to *Aldh1a3*, we found that *Hgf*, *Vegfa*, *Il-6*, *Cxcl1* and *Kit* were highly expressed in Rb-depleted secondary cells (Figure 1G). Of note, except for *Kit*, all these genes were upregulated in Rb-depleted primary cells as well, implicating a genetic interaction between Rb and these genes. Additionally, we observed that Rb depletion suppressed *smooth muscle actin 2* (*Acta2*) expression (Figure 1G). Subcutaneous tumors derived from Rb-depleted cells transplanted into C57BL/6 mice also showed increased *Hgf*, *Il-6*, and *Cxcl1* expression and decreased *Acta2* expression (Figure 1H). Collectively, these findings indicate that Rb depletion induces upregulation of specific growth factors and cytokines, and dedifferentiation in **p*53*-null soft tissue sarcoma cells.

### miRNA expression profiling identifies mmu-miR-140 downregulation in conjunction with this Rb-inactivated undifferentiated state

We next determined the Rb-inactivation signature of miRNA in addition to mRNA. To this end, we performed a miRNA array assay with control primary cells and Rb-depleted primary and secondary cells. 

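Each array held 1 labelled RNA preparation: 2 arrays of control primary cells, 2 of Rb-depleted primary cells and 3 of Rb-depleted secondary cells, the last being cells retrieved from spheres. The sample labels give the same shRNA against Rb for every Rb-depleted array, and no array held control secondary cells. An off-target effect of this shRNA, or in secondary cells an effect of sphere culture alone, therefore cannot be told apart from Rb depletion. A 1-colour array reports, for each miRNA, the summed brightness of its probes (total gene signal), and the scanner software states for each miRNA whether it was detected. Of the 696 mouse miRNAs on the array, 285 and 284 were detected in control primary cells, 285 and 287 in Rb-depleted primary cells, and 258, 276 and 283 in Rb-depleted secondary cells. The authors deposited log2 values after quantile normalization for 252 mouse miRNAs, which were the miRNAs detected on all 7 arrays. Applying quantile normalization to the log2 total gene signal of 718 features of the scanner files gave the deposited values to within 3.2e-06. The total gene signal summed over the 252 miRNAs averaged 544542 in control primary cells (SD 8424), 467065 in Rb-depleted primary cells (SD 48719) and 453857 in Rb-depleted secondary cells (SD 15442), in intensity units before normalization. Without normalization between arrays, the median log2 fold change over the 252 miRNAs was -0.26 in Rb-depleted primary cells and -0.46 in Rb-depleted secondary cells relative to control cells, and changes after normalization are relative to this shift. Quantile normalization gave 109 of 1260 pairs of replicate values (8.65%) the same number, and 0 of these pairs were equal in the scanner files, so a standard deviation of 0 among replicates below comes from the normalization. The arrays lay on 2 slides: the 4 arrays of primary cells and 1 array of Rb-depleted secondary cells on one, and the other 2 arrays of Rb-depleted secondary cells on the second. The deposited values were tested in one limma fit with a mean for each of the 3 groups, and the number of arrays limits the precision. The comparisons, tests and rule for naming miRNAs were chosen before the data were examined.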

We conducted principal component analysis (PCA) using a variance-covariance matrix. The cumulative contribution rate of the first (PC1) and second principal components (PC2) was 77%. 

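On the variance-covariance matrix of the 252 miRNAs, PC1 held 54.4% and PC2 23.0% of the variance. The PC1 scores were -4.65 and -3.47 for control primary cells, -3.85 and -3.79 for Rb-depleted primary cells, and 5.40, 2.88 and 7.48 for Rb-depleted secondary cells. The array of Rb-depleted secondary cells that shared a slide with the primary cells had the score of 5.40. The PC2 scores were 3.79 and 3.03 for control primary cells, -1.301 and -6.20 for Rb-depleted primary cells, and 0.816, 0.812 and -0.950 for Rb-depleted secondary cells. PC2 depended on a single array, since its share fell to 11.8% without Rb-depleted primary cells replicate 2. With each miRNA scaled to unit variance, the PC1 share was 39.5%.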

The samples were divided into primary and secondary cells by the axis of the PC1 score, and control and Rb-depleted cells by the axis of the PC2 score (Figure 2A). Then we conducted an unsupervised hierarchical clustering analysis using Ward's method. The samples were successfully divided into clusters of primary and secondary cells. The primary cell clusters were also subdivided into clusters of control and Rb-depleted cells (Figure 2B). 

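On Euclidean distances between arrays, the control arrays joined at a height of 4.85 and the arrays of Rb-depleted primary cells at 6.48. Replicates 1 and 3 of the Rb-depleted secondary cells joined at 6.52, although they lay on different slides, and replicate 2 joined them at 8.03. The control and Rb-depleted primary arrays joined at 10.4, and the primary and secondary branches joined last, at 17.1. With average linkage in place of Ward's method, 1 of these 2 divisions was found.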

Based on these results, we concluded that the obtained miRNA expression profiles were well organized and specific in each cell type.

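Differences between the 3 groups held 70.0% of the total sum of squares over the 252 miRNAs. None of the other splits of the 7 arrays into groups of 2, 2 and 3 gave a larger share (exact permutation test over all splits, one-sided, p = 0.00952, the smallest p these arrays allow). By limma's moderated test with Benjamini-Hochberg adjustment, 4 miRNAs had an adjusted p under 0.05 between Rb-depleted primary and control cells, 1 of them higher in Rb-depleted cells. All 4 were outside the overlap of the replicates, as were 57.5% of the 252 miRNAs, where chance gives 33.3%. This comparison lies within a single slide. These 4 were miR-140, miR-337-3p, miR-136 (log2 fold change -0.61, adjusted p = 0.0432) and miR-1187 (log2 fold change 0.62, adjusted p = 0.0432). Between Rb-depleted secondary and control cells 57 miRNAs passed, 33 of them higher, and in 52.0% of the miRNAs the groups did not overlap, where chance gives 20.0%. The largest changes there were in miR-671-5p (log2 fold change -2.01, standard error 0.39, adjusted p = 0.0246 by limma), miR-370 (-1.77, standard error 0.24, adjusted p = 0.0106) and miR-188-5p (-1.51, standard error 0.14, adjusted p = 0.00640) among those lower, and in miR-378 (2.58, standard error 0.41, adjusted p = 0.0145), miR-574-3p (2.56, standard error 0.64, adjusted p = 0.0402) and miR-196a (2.21, standard error 0.56, adjusted p = 0.0411) among those higher. The change of miR-574-3p was 0.52 when quantile normalization covered the 252 miRNAs alone. Between Rb-depleted secondary and Rb-depleted primary cells 51 miRNAs passed, 32 of them higher in secondary cells, led by miR-196a (log2 fold change 3.35), miR-574-3p (2.66) and miR-299 (2.09) upward and miR-671-5p (-2.30), miR-370 (-1.49) and miR-129-5p (-1.36) downward. Mean log2 values of miR-574-3p were 0.33 in control and 0.23 in Rb-depleted primary cells, and that of miR-299 was 0.23 in the latter. These lie near the floor of the normalized values, so the sizes of these changes are uncertain. The values of miR-378 in control cells (2.09) and of miR-196a in Rb-depleted primary cells (2.24) were low as well. The slide holding the control arrays had 1 array of secondary cells, too few for a test within it, and with slide as a term, a setting chosen after seeing the data, 0, 6 and 0 miRNAs passed in the 3 comparisons in the order given, with 62 and 67 at an unadjusted p under 0.05 in the first and last. Without normalization between arrays, 27 and 114 miRNAs passed against control cells in Rb-depleted primary and secondary cells, 0 and 5 of them higher. The paper concludes from the division of the arrays in Fig. 2A and 2B that the profiles were specific to each cell type.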

**Figure 2:**
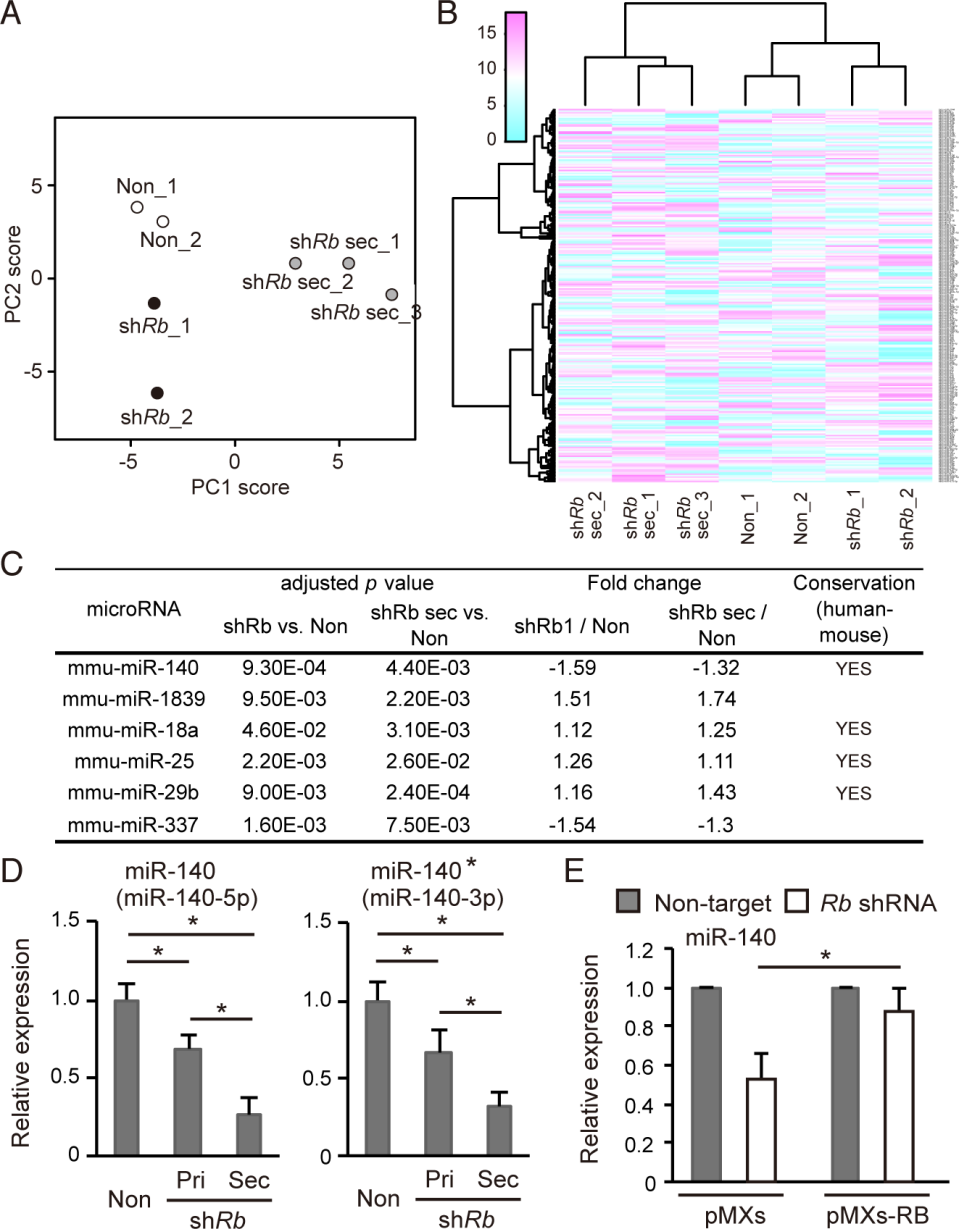
Rb depletion downregulates *mir-140* expression (**A**) Principal components analysis of normalized array data for 252 microRNAs. The scores of the first two principal components are shown. The proportions of variance for PC1 and PC2 were 54.4% and 23.0% respectively. (Cumulative proportion of PC1 and PC2 is 77.4%). (**B**) Unsupervised hierarchical clustering of miRNA data for the 252 normalized miRNAs. Each column represents a sample, and each row represents the expression level of a miRNA. (**C**) The list of miRNAs differentially expressed depending on the Rb depletion status and the culture condition. The expression data of miRNA were analyzed by one-way ANOVA, and then by Dunnett's post-hoc test, and compared to control cells. Homology denotes the presence of homologous sequence in *Homo sapiens* and *Mus musculus*. (See Materials and Methods). (**D**) RT-qPCR of miR-140 (left) and miR-140* (right) in *p*53-null soft tissue sarcoma cells transduced with the indicated vector. *N* = 3. (**E**) RT-qPCR of miR-140 in *p*53-null soft tissue sarcoma cells transduced with the indicated vector. *N* = 3.

Using these miRNA expression profiles, we identified miRNAs whose expression level correlate with Rb status and stem cell-like features simultaneously. At first, we conducted one-way analysis of variance (ANOVA) with 252 miRNAs. 

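By limma's moderated F-test over the 3 groups, 109 of the 252 miRNAs had a Benjamini-Hochberg adjusted p under 0.1, and 51 had one under 0.05. The classical one-way analysis of variance gave 62 and 19 at these thresholds, and 60 of its 62 miRNAs were among the 109. With slide as a term, chosen after seeing the data, 24 miRNAs passed. In simulated arrays with no difference between groups, the F-test called 0.17 miRNAs on average. Among other splits of the real arrays into groups of the same sizes, the most calls were 47. Such splits can keep part of the true grouping, so neither value is a count of the false calls among the 109.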

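Among the miRNAs past the F-test, 17 had an adjusted p under 0.05 in both comparisons with control cells and the same direction in both, after Dunnett's adjustment of limma's moderated statistics for the shared control arrays. Of these, 6 were higher and 11 were lower in Rb-depleted cells. Simulated groups without a difference from the same control arrays gave 0.10 on average, which likewise is not a count of the false calls among the 17. Over all 252 miRNAs, 65.1% changed in the same direction in both comparisons, and sharing the control arrays gave 68.2% in such simulations. The classical analysis gave 13, of which 9 were among the 17. The count was 2 with Benjamini-Hochberg in place of Dunnett's adjustment and 42 without normalization between arrays, of which 0 were higher. In limma's fit, the Dunnett-adjusted p of mmu-miR-1839-3p was 0.00478 in Rb-depleted primary cells and 6.80e-04 in Rb-depleted secondary cells, with log2 fold changes of 0.59 and 0.80. For mmu-miR-18a (log2 fold changes 0.16 and 0.33) these adjusted p were 0.148 and 0.00902, for mmu-miR-25 (0.33 and 0.15) they were 0.0102 and 0.124, and for mmu-miR-29b (0.22 and 0.52) they were 0.0544 and 7.94e-04. Under the classical Dunnett's test all of these values fell under 0.05. Without normalization between arrays, where the median miRNA shifted down, miR-29b and miR-18a were lower in both comparisons and miR-25 in the secondary cells, while miR-1839-3p stayed higher, by 0.14 and 0.24, and passed in neither. Of the 7 miRNAs the paper names, miR-140* included, 2 passed limma's contrast in primary cells when adjusted over all 252 miRNAs and 6 when adjusted over the list alone; in secondary cells 6 passed either way. The paper chose this list on these arrays, so the counts over the list are not independent evidence. In the mouse genome (NCBIM37), the hairpin of miR-18a lies on chromosome 14 from 115443073 to 115443168, and that of miR-25 on chromosome 5 from 138606549 to 138606632 in an intron of Mcm7. Those of miR-29b lie on chromosome 6 from 31013017 to 31013097 and on chromosome 1 from 196863234 to 196863314.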

The resultant 37 miRNAs with adjusted *p* values < 0.1 were subjected to Dunnett's test using non-target cells as control, and we then identified six miRNAs (mmu-miR-18a, -25, -29b, -140, -337, and -1839) with adjusted *p* values < 0.05 (Figure 2C). Among these six miRNAs, mmu-miR-140 and -337 appeared to be downregulated by Rb deletion in both 2D-cultured and sphere-derived cells. Of these two miRNAs, mmu-miR-140 exhibited more robust fold change. In addition, mmu-miR-140 sequence was conserved between mouse and human (Figure 2C). 

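The log2 value of mmu-miR-140 was 9.76 in control primary cells (both arrays equal after normalization), 9.09 ± 0.017 (SD) in Rb-depleted primary cells and 9.35 ± 0.093 (SD) in Rb-depleted secondary cells. Its log2 fold change was -0.67 in primary cells (standard error 0.089, adjusted p = 7.23e-04 by limma with Dunnett's adjustment) and -0.40 in secondary cells (standard error 0.081, adjusted p = 0.00541). In the scanner files its mean log2 total gene signal was 9.94, 9.07 and 9.17 in the 3 groups in this order. For mmu-miR-337-3p, the log2 fold changes were -0.62 (standard error 0.091, adjusted p = 0.00121) and -0.37 (standard error 0.083, adjusted p = 0.00878). With slide as a term the changes in secondary cells were -0.39 for miR-140 and -0.35 for miR-337-3p, and the latter then had an adjusted p of 0.0571. Scaled to the 75th percentile of the miRNAs detected on all arrays or of all mouse miRNAs, the adjusted p of miR-140 in secondary cells was 0.0826 and 0.116, over the threshold of 0.05, and that of miR-337-3p was 0.0824 and 0.0425. The other arm of the hairpin, mmu-miR-140*, changed by -0.50 and -0.47. The hairpin of miR-337 lies on chromosome 12 of NCBIM37 from 110824000 to 110824096, in the imprinted Dlk1-Dio3 cluster. This cluster was 1 of 9 lists of miRNA clusters and families tested with limma's camera. In Rb-depleted primary cells 30 of its 30 miRNAs on the list were lower than in control cells (median log2 fold change -0.51, adjusted p = 7.13e-13 by camera in limma), and 23 of 30 were lower in Rb-depleted secondary cells (median -0.19, adjusted p = 0.0134). The other 8 lists had no adjusted p under 0.05, and neither call on the cluster held after adjustment with fry (p = 0.0148 in primary and 0.200 in secondary cells before adjustment) or with camera's estimated correlation. Without Rb-depleted primary cells replicate 2 the cluster's median in primary cells was -0.29.

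**Figure D1:**
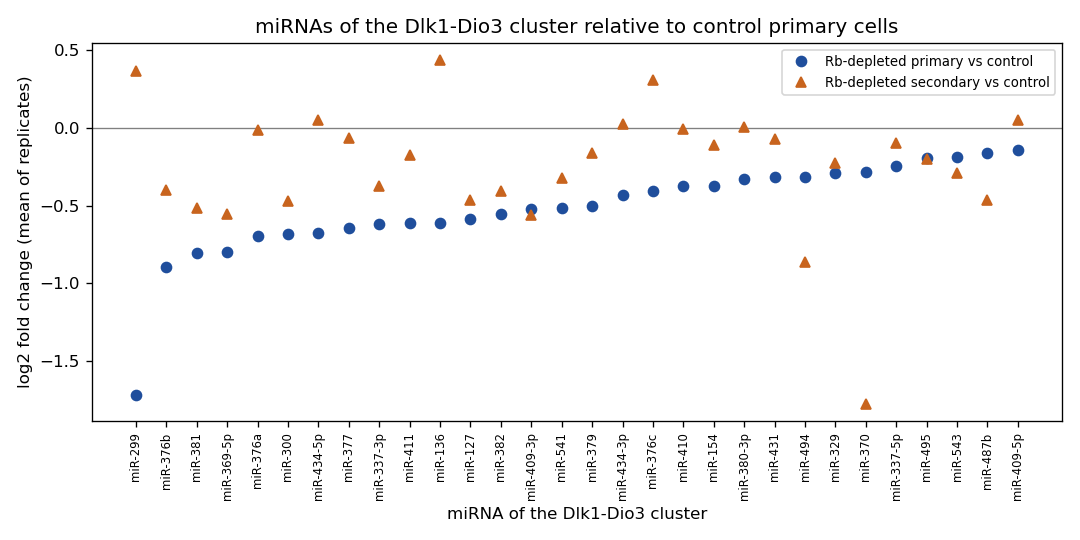
Log2 fold change (vertical axis) of each of the 30 miRNAs of the Dlk1-Dio3 cluster (horizontal axis) relative to control primary cells, with circles for Rb-depleted primary cells and triangles for Rb-depleted secondary cells. All circles lie below 0, between -1.72 and -0.143, also under each other scaling of the arrays, and the triangles lie between -1.77 and 0.436.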

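Within each array, the log2 difference between mmu-miR-140 and mmu-miR-337-3p was 2.71 on both control arrays, 2.56 and 2.76 in Rb-depleted primary cells, and 2.67, 2.74 and 2.63 in Rb-depleted secondary cells. Its change relative to control cells was -0.049 in primary cells (exact permutation test, two-sided, p = 1, with 0.333 the smallest p these arrays allow) and -0.031 in secondary cells (exact permutation test, two-sided, p = 0.600, with 0.100 the smallest). The difference between the fold changes was smaller than the spread between replicates. Scaled to the 75th percentile of each array or not normalized, the changes were 0.12 and 0.074, a smaller fall of miR-140 than of miR-337-3p. These settings share 1 value, since a single factor per array cancels in the difference within an array. With normexp, a setting chosen after seeing the data, the changes were -0.25 and -0.11, a larger fall of miR-140 than of miR-337-3p. Both fell less there than in the main fit: in primary cells by -0.56 against -0.67 for miR-140 and by -0.30 against -0.62 for miR-337-3p. The gap under normexp therefore came from a smaller change of miR-337-3p, the dimmer of the pair, and not from a larger fall of miR-140. Without Rb-depleted primary cells replicate 1 the change in primary cells was 0.052.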

For these reasons, our subsequent studies focused on mmu-miR-140.

We validated the expression of mmu-miR- 140-5p (miR-140) and mmu-miR-140-3p (miR-140*) in the three cell types by reverse transcription-quantitative PCR (RT-qPCR) (Figure 2D and Supplementary Figure 2A). These results indicated that both forms of *mmu-mir-140* are downregulated by Rb depletion in primary cells; this downregulation was more robust in Rb-depleted secondary cells (Figure 2D). In addition, we demonstrated that mmu-miR-140 downregulation induced by Rb depletion was antagonized by RB overexpression (Figure 2E), suggesting that Rb upregulates mmu-miR-140 expression.

### *mmu-mir-140* antagonizes malignant features induced by Rb depletion

Since *hsa-mir-140*, the human orthologue of *mmu-mir-140*, has been implicated in tumor suppression [16–20], we investigated whether *mmu-mir-140* mediates Rb function to suppress tumor development in the soft tissue sarcoma model. We transduced a lentiviral vector expressing *mmu-mir-140* (a precursor of mmu-miR-140 and mmu-miR-140*) or scrambled sequence into control or Rb-depleted cells. We verified mmu-miR-140 expression in transduced cells by RT-qPCR (Figure 3A). We found that *mmu-mir-14*0 overexpression did not induce apoptosis but attenuated the cell growth of both control and Rb depleted cells in 2D culture (Figure 3B and Supplementary Figure 3A and 3B). The degree of growth suppression was modest; however, *mmu-mir-140* overexpression significantly antagonized sphere formation induced by Rb depletion (Figure 3C). In addition, *mmu-mir-140* overexpression antagonized *in vivo* tumorigenicity enhanced by Rb depletion (Figure 3D). These findings indicate the possibility that *mmu-mir-140* mediates the function of Rb to suppress tumor development.

**Figure 3:**
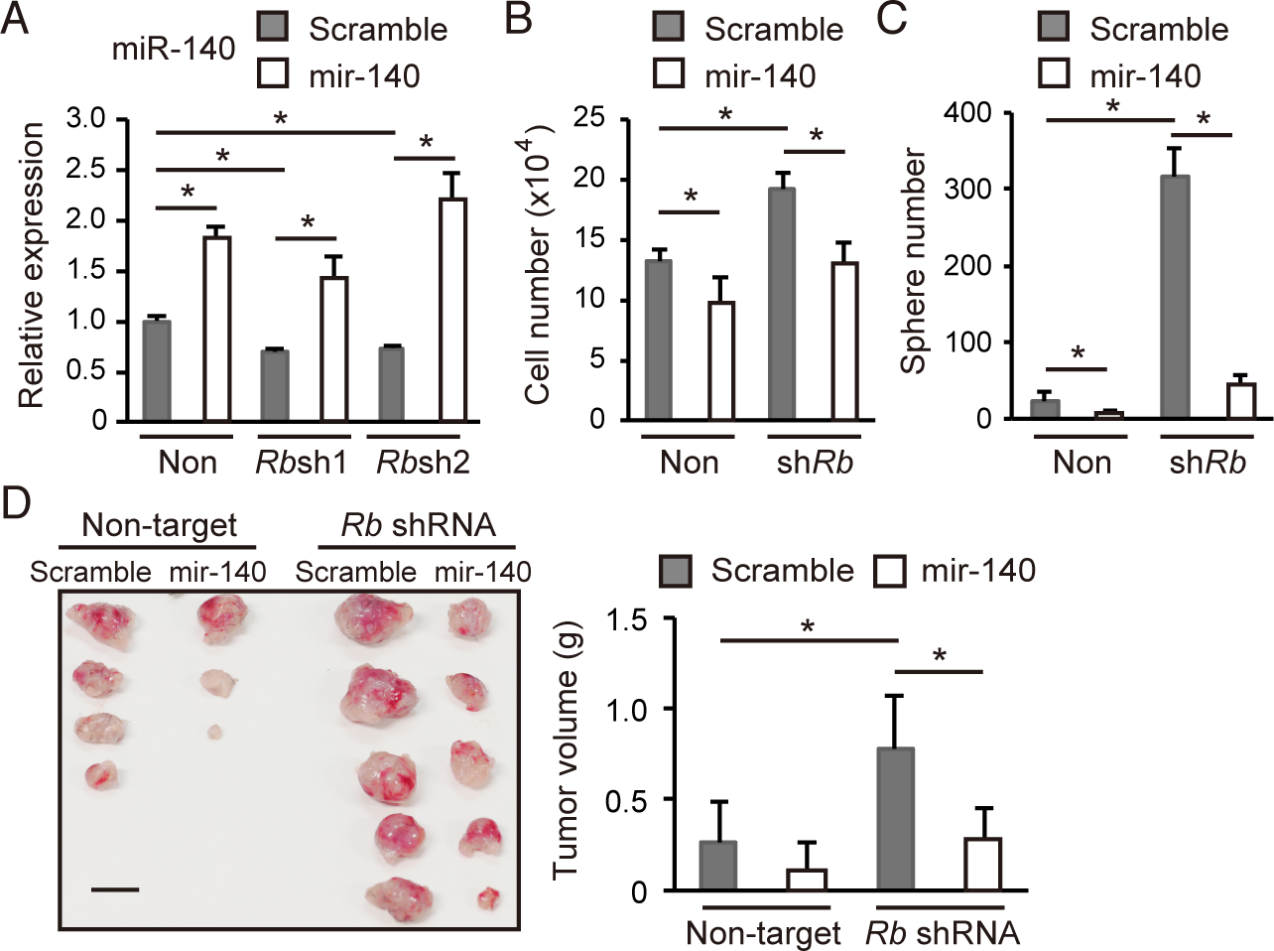
*mmu-mir-140* antagonizes the malignant features induced by Rb depletion (**A**) RT-qPCR of mmu-miR-140 in *p*53-null sarcoma cells transduced with the indicated vector. *N* = 3. (**B**) Total cell numbers of *p*53-null sarcoma cells transduced with the indicated vector after 72 hours culture. *N* = 3. (**C**) The number of spheres derived from 5 × 10^4^ of *p*53-null soft tissue sarcoma cells transduced with the indicated vector. *N* = 3. (**D**) Tumor initiation by 1 × 10^5^ cells transduced with the indicated vector in C57BL/6 mice (left; day 24). Scale bar: 10 mm. Tumors were weighed (right). *N* = 5.

### Identification of genes regulated by Rb in a *mmu*-*mir*-*140*-dependent manner

To further explore the possibility that *mir-140* may mediate the tumor-suppressive function of RB, we investigated genes regulated by Rb in a *mir-140*-dependent manner. To this end, we surveyed genes potentially targeted by *mmu-mir-140* among genes that were upregulated by Rb depletion. We searched for genes those predicted to be targeted by *mmu-mir-140* at microRNA.org. This search was made in the list of candidate genes identified by RNA-sequence as upregulated upon Rb depletion. We identified genes that had less than 0.5 mirSVR score to *mmu-mir-140* as candidate genes regulated by Rb in a *mir-140* dependent manner (Table 1). In addition, we performed transcriptome and gene ontology (GO)-enrichment analysis in Rb-depleted and/or *mmu-mir-140*-overexpressed soft tissue sarcoma cells by cap analysis gene expression (CAGE). The gene set induced by Rb depletion in a *mir-140*-dependent manner (induced by Rb depletion and suppressed by *mir-140* overexpression) was enriched by genes encoding soluble factors mediating immune responses and growth stimuli (Figure 4A, Supplementary Tables 1 and 2), such as *Il-6*, *Il-11*, *Hgf*, *Vegfa*, *Wnt5a*, *Fgf10* and *Serping1* (Figure 4B). The 3′UTR regions in these genes appeared to have highly possible *mir-140* target sequence (Figure 4C).

**Table 1:** Identification of the *mir-140*-target gene that contributes to Rb depletion-induced malignant phenotype

Gene	*a* value	*m* value	*q* value	rank	mirSVR score	
					miR140	miR140*
*Il6*	10.4	2.6	9.83E-26	1	−0.15	−0.64
*Itgb3*	10.5	1.6	1.60E-10	10	N/A	−0.91
*Igfbp5*	8.3	1.6	6.53E-03	191	−0.65	N/A
*Erlin2*	10.8	0.7	1.19E-02	232	−0.15	−0.90
*Vegfa*	13.0	0.6	1.52E-02	258	−0.82	N/A
*Lats2*	11.2	0.6	1.83E-02	281	−0.75	N/A
*Cd40*	2.3	3.1	2.60E-02	313	N/A	−0.63
*Serpind1*	7.4	1.5	2.65E-02	315	N/A	−0.99
*Slc2a1*	11.0	0.6	2.91E-02	330	−0.61	N/A

The genes listed here were upregulated by Rb depletion and possibly targeted by *mmu-mir-140*. These genes exhibited high mirSVR scores to miR-140 and/or miR-140*, and were sorted according to the *p* value of their rpkm values. mirSVR scores were obtained from microRNA.org [51, 52]. The *q* value represents adjusted *p* value by using the BH method, the *a* value represents the average expression level of triplicate samples, and the *m* value represents fold change on log2 scale.

**Figure 4:**
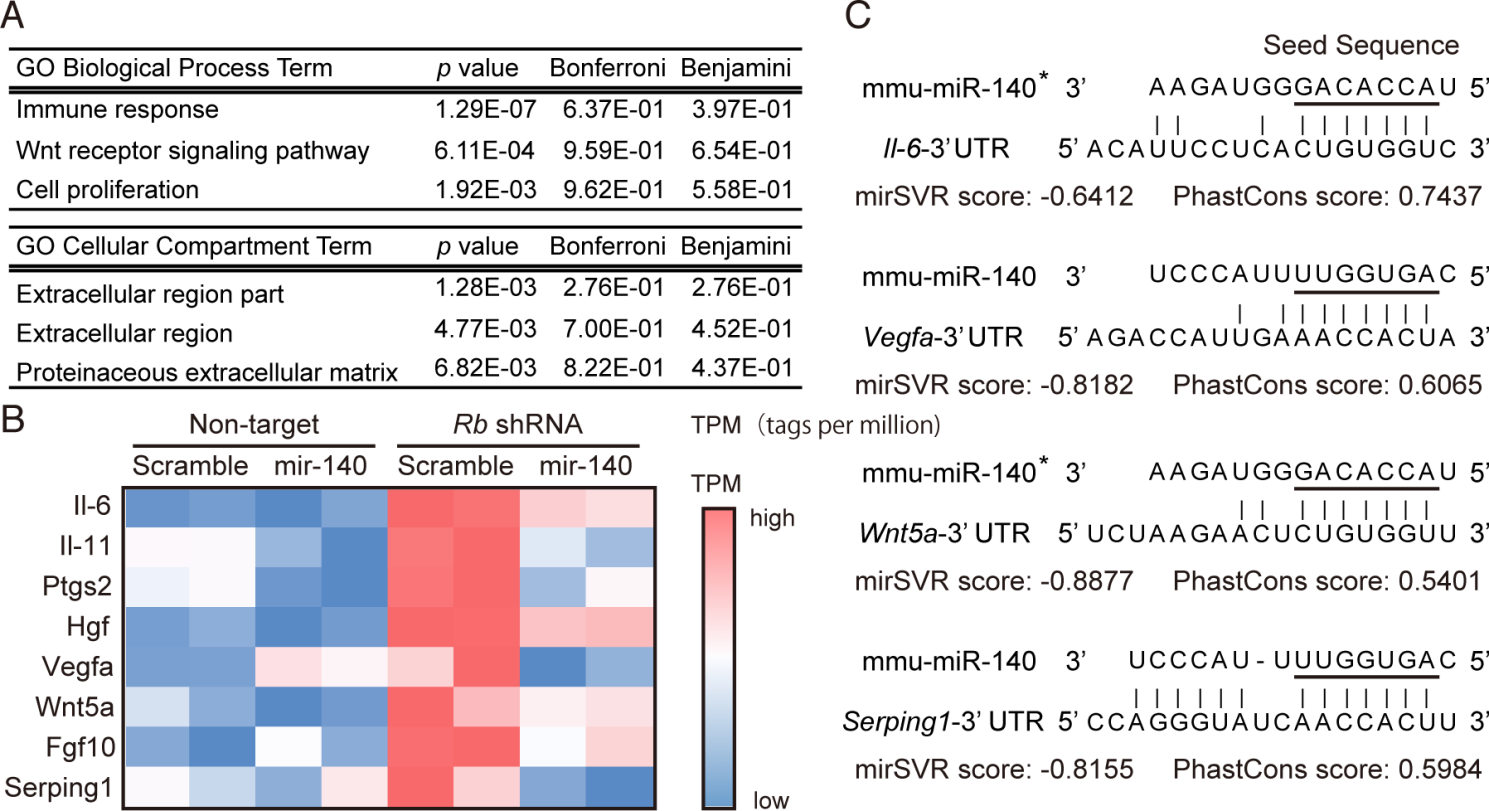
Identification of genes induced by Rb depletion in a *mir-140*-dependent manner (**A**) The ontology of the top 3 gene sets influenced by Rb depletion possibly in an *mir*-140-dependent manner was determined by GO Biological Process provided by DAVID. (**B**) A heat map illustrating the expression levels of the indicated genes in *p*53-null soft tissue sarcoma cells transduced with the indicated vector. (**C**) The sequences of mouse *Il-6, Vegfa, Wnt5a and Serping1* 3′UTR corresponding to the seed sequence of *mmu-mir-140* (underline) are presented with their mirSVR and PhastCons scores.

### *mmu-mir-140* mediates Rb function to control *Il-6* expression

We then focused on *Il-6* because it was the most upregulated gene following Rb depletion (Table 1). *Il-6* upregulation induced by Rb depletion was significantly antagonized by RB reconstitution (Figure 5A). In addition, *Il-6* has a *mir-140* target sequence in the 3′UTR of both the human and mouse gene. Indeed, *mmu-mir-140* overexpression significantly antagonized upregulation of *Il-6* abundance induced by Rb depletion (Figure 5B). On the other hand, *mmu-mir-140* depletion in Rb intact sarcoma cells was not sufficient to induce robust Il-6 upregulation or increased sphere forming activity (data not shown), suggesting that *mmu-mir-140* mediates Rb function to suppress Il-6 and sphere formation in a limited degree.

**Figure 5:**
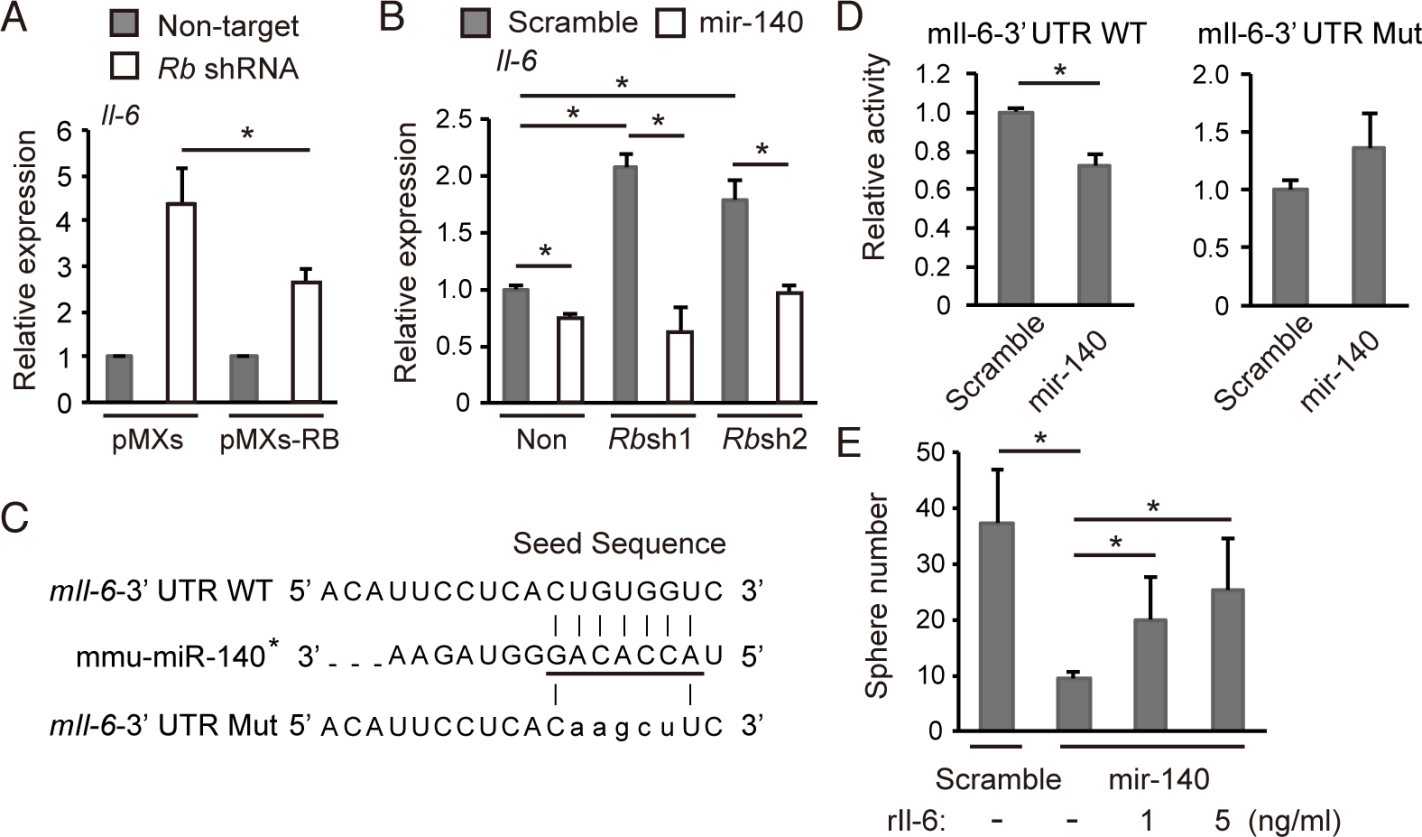
*mmu-mir-140* mediates Rb function to control *Il-6* expression (**A**) RT-qPCR of Il-6 in *p*53-null soft tissue sarcoma cells transduced with the indicated shRNA and retroviral vectors. *N* = 3. (**B**) RT-qPCR of Il-6 in *p*53-null soft tissue sarcoma cells transduced with the indicated vectors. *N* = 3. (**C**) The sequence of the mouse *Il-6 3′UTR* containing seed sequence of *mmu-mir-140* (underlined). The seed sequence of the mouse Il-6 3′UTR was mutated as shown (mIl-6-3′*UTR Mut*). (**D**) m*Il-6-3Times New RomanUTR WT* or m*Il-6-3′UTR Mut* was transduced into NIH3T3 cells together with the *mmu-mir-140* expression vector or control (scramble). After 48 hours, luciferase activity was measured. (**E**) Number of spheres derived from 5 × 10^4^ of *p*53-null soft tissue sarcoma cells transduced with the indicated vector in the presence of indicated concentration of recombinant mouse Il-6 (#406-ML-005, R&D Systems). *N* = 3.

To determine whether the *Il-6* mRNA translation is directly suppressed by *mmu-mir-140*, we constructed luciferase reporter vectors carrying either a wild-type mouse *Il-6*-3′UTR (*mIl-6-3*′*UTR-WT*) or a mutated target sequence (*mIl-6-3*′*UTR-Mut*) (Figure 5C). We found that *mmu-mir-140* overexpression significantly repressed the activity of *mIl-6-3*′*UTR-WT* but not *mIl-6-3*′*UTR-Mut* (Figure 5D). Moreover, addition of recombinant mouse Il-6 significantly blocked the inhibition of spherogenesis caused by *mmu-mir-140* overexpression in a concentration-dependent manner (Figure 5E). These data implicate that *mmu-mir-140* suppresses IL-6 translation by binding to 3′UTR of *IL-6* mRNA, therefore may mediate Rb function to suppress tumor progression.

### *hsa*-*mir*-*140* suppressed *IL-6* upregulation following RB depletion in human breast cancer cells

To examine whether the *hsa-mir-140-IL-6* axis are involved in malignant phenotype induced by RB inactivation in human cancers, we employed MCF-7, a luminal-type breast cancer cell line. Since both RB and *hsa-mir-140* are frequently downregulated in basal-like breast cancer cells [20, 23], which typically show elevated cytokine secretion [24], we focused on human breast cancers. As mentioned above, the human *IL-6* gene has a *hsa-mir-140* target sequence in its 3′UTR (Figure 6A). We observed that the upregulation of *IL-6* abundance following RB-depletion in MCF-7 cells was significantly antagonized by *hsa-mir-140* overexpression (Figure 6B and 6C); this finding was confirmed by ELISA technique (Figure 6D). In addition, *hsa-mir-140* antagonized enhancement of sphere-forming activity induced by RB depletion (Figure 6E). Moreover, the addition of recombinant human IL-6 antagonized the inhibition of spherogenesis caused by *hsa-mir-140* overexpression in a concentration-dependent manner (Figure 6F).

**Figure 6:**
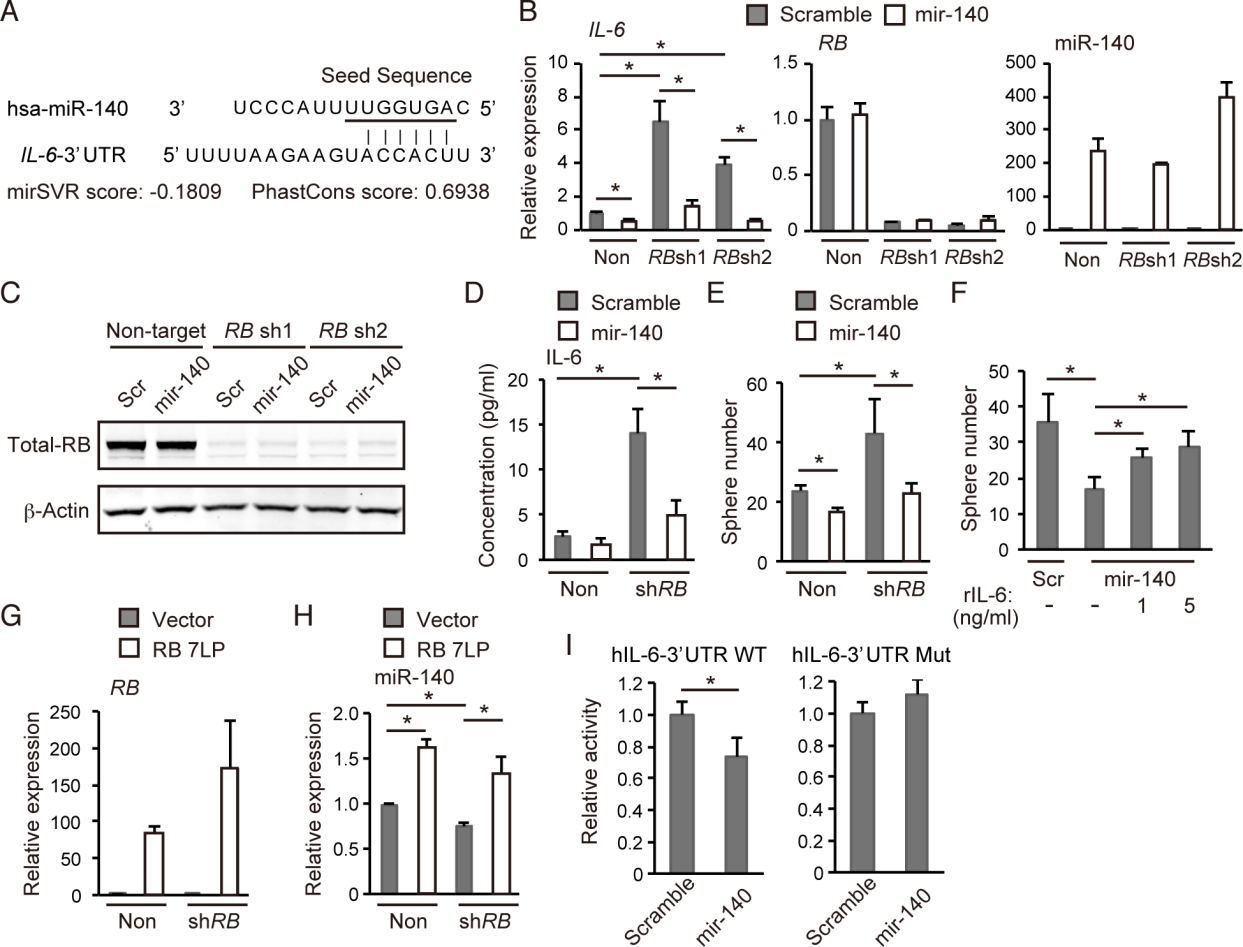
*hsa-mir-140* suppresses *IL-6* expression induced by RB depletion in human breast cancer cells (**A**) The sequence of the human *Il-6 3′UTR* and the seed sequence of *hsa-mir-140* (underlined) are indicated. mirSVR and Phantcons scores are indicated. (**B**) RT-qPCR of the indicated genes in MCF7 cells transduced with the indicated vector. *N* = 3. (**C**) IB of the indicated proteins in MCF-7 cells transduced with the indicated vector. (**D**) ELISA of human IL-6 levels in MCF-7 cells transduced with the indicated vector following 8 hours culture. (**E**) Number of spheres derived from 1.25 × 10^3^ of MCF-7 cells transduced with the indicated vectors. *N* = 3. (**F**) Number of spheres derived from 1.25 × 10^3^ of MCF-7 cells transduced with the indicated vector in the presence of indicated concentration of recombinant human IL-6 (#206-IL-010, R&D Systems). *N* = 3. (**G**) RT-qPCR of *RB7LP* in MCF-7 cells transduced with the indicated vector. *N* = 3. (**H**) RT-qPCR of hsa-miR-140 in MCF-7 cells transduced with the indicated vector. *N* = 3. (**I**) h*IL-6-3′UTR* WT or h*IL-6-3′UTR* Mut was transduced into MCF-7 cells together with the *hsa-mir-140* expression vector or control (scramble). After 48 hours, luciferase activity was measured.

On the other hand, while RB depletion in MCF-7 cells downregulated hsa-miR-140 expression, overexpression of a constitutively active form RB (RB7LP) [25] significantly upregulated hsa-miR-140 expression (Figure 6G and 6H). Furthermore, we constructed luciferase reporter vectors carrying either a wild-type human *IL-6*-3′UTR (*hIL-6-3′UTR-WT*) or a mutated target sequence (*hIL-6-3′UTR-Mut*) (Supplementary Figure 4A). We found that *hsa-mir-140* overexpression significantly suppressed the activity of *hIL-6-3′UTR-WT* but not *hIL-6-3′UTR-Mut* (Figure 6I). These results indicate that RB upregulates hsa-miR-140 expression, and that the *hsa-mir-140-IL6* axis mediates RB function to suppress the self-renewal of human breast cancer cells.

## DISCUSSION

The data presented here demonstrate that Rb inactivation dysregulates an miRNA signature, causing significant changes in mRNA expression. These signatures were determined in the context of acquiring self-renewal activity in **p*53-*null mouse soft tissue sarcoma cells. We focused on *mir-140* in particular because of the significant expression change and conservation between human and mouse. Moreover, *hsa-mir-140* has been implicated in the suppression of a variety of human cancers, including breast cancer [16–20]. Combined with the information indicating the pivotal role of RB in the malignant progression of breast cancer [26–28], we anticipated a functional interaction between RB and *hsa-mir-140*. Previously, it was reported that *p*53, another well-known tumor suppressor, upregulates the transcription of tumor-suppressor miRNAs such as miR-34a/b/c/, miR-107, miR-145, miR-192, and miR-215, which regulate cell proliferation, apoptosis, and angiogenesis [29].

The induction of IL-6 secretion and subsequent autocrine/paracrine activation of STAT3 signaling supports the self-renewal activity of not only cancer cells [24, 30, 31] but also embryonic stem cells or induced pluripotent stem cells [32, 33]. The inactivation of RB functions is known to enhance stem cell-like activities [21, 34, 35]. This work proposes that the RB-miR-140-IL-6 axis may play a critical role in cancer stem cells. Our findings coincide with the recent finding that *hsa-mir-140* downregulation promotes cancer stem cell formation in breast cancer cells [20]. We however point out that miR-140 is not solely a mechanism that links RB to IL-6, since as compared to the mild effect of RB depletion on hsa-miR-140 expression in MCF-7 cells, IL-6 induction was more robust (Figure 6H and 6B). This suggests that multiple mechanisms are involved in RB-IL-6 linkage, which we are currently investing (Kitajima *et al*., unpublished).

A limitation of this study is that we did not determine how RB upregulates miR-140 expression. Compared to the negative regulation of target genes by RB, the mechanism of positive regulation by RB remains poorly understood. Both *mmu-mir-140* and *hsa-mir-140* are encoded in an intronic region of *WWP2* gene encoding an E3 ubiquitin ligase. 

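In the mouse genome (NCBIM37), the hairpin of miR-140 is annotated as Mir140 (ENSMUSG00000065439) on the plus strand of chromosome 8 from 110075144 to 110075213, a length of 70 bases, of which 52.9% are G or C. Wwp2 (ENSMUSG00000031930) lies on the same strand from 109960298 to 110082494. In the Wwp2 transcript with 23 exons the hairpin lies in intron 15, which runs from 110074036 to 110076176, at 1108 bases from the exon before it and 963 bases from the exon after it. The genome's sequence of the hairpin, written as DNA, is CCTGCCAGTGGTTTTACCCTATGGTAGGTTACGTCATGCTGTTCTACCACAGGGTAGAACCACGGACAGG. The human locus was not examined.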

The transcription of these *mir-140*s is positively regulated by SOX family members including SOX5, 6 and 9; these SOX genes are negatively regulated through DNA methylation in their transcriptional regulatory regions [20, 36–38]. We are currently testing the possibility that RB depletion promotes demethylation in their promoter regions.

In addition to *Il-6*, the genes induced by Rb depletion possibly in a *mir-140*-dependent manner included those encoding various secreted proteins such as proteases, growth factors, cytokines, and chemokines (Table 1). GO analysis identified an enrichment of genes that are typically involved in immune responses and extracellular activities (Figure 4A). Among secreted protein genes, the 3′UTR *of VEGF* gene can be targeted by hsa-miR-140 [21], and reportedly *VEGF* gene is induced by RB inactivation [39]. These facts may increase the authenticity of the genes listed in Figure 4B, which includes genes such as *Il-11, Hgf, Vegfa*, and *Wnt5a*, all of which are implicated in the malignant behavior of tumor cells [40–43]. Moreover, reportedly *mir-140* expression is implicated in inflammatory disease. Inflammatory cytokines, including IL-1β and TNF-α, downregulate *mir-140* expression leading to the development of osteoarthritis, most likely due to accelerated inflammation and/or ADAMTS5 activation [44]. Because RB is prevalently inactivated by various oncogenic signals during the malignant progression of many types of cancers, *mir-140* can potentially serve as a therapeutic tool for disrupting linkages of oncogenic signals to inflammatory responses, cell proliferation, or pro-angiogenic responses.

## MATERIALS AND METHODS

### Mice

**p*53*-knockout mice [45] were obtained from RIKEN BioResource Center (Ibaragi, Japan; #CDB0001K). C57BL/6 mice were purchased from Japan SLC. Animals were handled in accordance with the animal welfare guidelines of the Kanazawa University.

### Primary cell culture

Minced pieces of soft tissue sarcoma samples derived from *p53*-knockout mice were digested with 300 U/ml collagenase, 100 U/ml hyaluronidase and 100 μg/ml DNase I in α-modified Eagle's medium (αMEM) supplemented with 10% fetal bovine serum (FBS). The resulting cells were maintained in αMEM supplemented with 10% FBS.

### Sphere formation assay

Cells cultured under monolayer conditions were detached with trypsin-EDTA, and filtered through a 40 μm cell strainer. The cells were then inoculated into 1% methylcellulose-containing serum-free αMEM supplemented with B27 (Life Technologies, Carlsbad, USA), 10 ng/ml human EGF (PeproTech, Rocky Hill, USA) and 10 ng/ml human bFGF (PeproTech), at a density of 5 × 10^3^ cells per well on 6-well-type ultra-low attachment plate (EZ-BindShut II, AGC Techno Glass, Shizuoka, Japan). After 10–14 days incubation, spheres were observed with the assistance of an inverted phase contrast microscopy, and analyzed by BZ analysis software on a BZ-9000 fluorescence microscope (Keyence, Osaka, Japan) using the Hybrid Cell Counting module. Sphere-forming units were determined at a given day by counting cell aggregates with larger than 3,000 μm^2^ surface area and with the ratio of the longest diameter and the shortest diameter (L/S ratio) less than 1.5 (spherical figure). The whole area in a dish was scanned by automated microscope, and sphere number per dish was calculated from tiled image data.

### Establishment of secondary cells

More than 10 spheres induced by Rb depletion were manually picked up by micropippette under the microscope, collected into a 15 ml centrifuge tube, resuspended in 2 ml of 10% FBS-containing αMEM, disaggregated with cell a 40-μm strainer, and plated onto a 2D culture dish. To establish control secondary cells, all tumor cells in the sphere culture were collected into a 15 ml centrifuge tube after 2 weeks of culture, washed twice with 5 ml of serum-free αMEM, resuspended in 2 ml 10% FBS-containing αMEM, and then plated onto a 2D culture dish.

### Cell lines

NIH3T3 cells (gifted from Dr. Makoto Noda, Kyoto University) and MCF-7 cells (RIKEN BRC, RCB1904) were cultured in Dulbecco's modified Eagle's medium (DMEM) containing 10% FBS.

### Generation of lentivirus

MISSION TRC validated shRNA target sets for mouse *Rb* (#1:TRCN0000042543, #2: TRCN0000042544), human *RB* (#1TRCN0000040163, #2: TRCN0000010419) and negative control (SHC002) were purchased from Sigma-Aldrich (Missouri, USA). Murine microRNA precursor constructs for *mmu-mir-140* (MMIR-140-PA-1) and mouse precursor scramble negative control (MMIR-000-PA-1) were purchased from System Biosciences (Mountain View, USA). Generation and infection of lentivirus were performed according to the manufacturer's instruction. pQCXIH-PSM-RB7LP was purchased from Addgene (#37106). RB7LP lacking stop codon was amplified by PCR using primers attB1-7LP (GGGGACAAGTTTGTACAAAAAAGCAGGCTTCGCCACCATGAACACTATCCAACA) and attB2-7LP (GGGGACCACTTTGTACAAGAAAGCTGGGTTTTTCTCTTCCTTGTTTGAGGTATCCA). PCR products was cloned into pDONR223, sequenced by ABI 3130 sequencer, and then subcloned into pLenti6.3/V5-DEST.

### Quantitative RT-PCR (RT-qPCR)

Total RNA was extracted by using a miRNeasy Mini Kit (Qiagen). Reverse transcription was performed by using TaqMan MicroRNA Reverse Transcription Kit (Applied Biosystems, Foster City, USA), and real-time PCR quantitation was performed by using TaqMan Universal Master Mix II (Applied Biosystems) with LightCycler 480 System II (Roche, Basel, Switzerland), according to the manufacturer's instructions. To measure mRNA, total RNA was extracted by using TRIzol (#15596018, Life Technologies), reverse-transcribed using High Capacity RNA-to-cDNA Kit (Applied Biosystems), and quantitated using TaqMan Gene Expression Master Mix (Applied Biosystems), according to the manufacturer's instructions. The TaqMan probes used were mmu-miR-140, hsa-miR-140-3p, snoRNA202, RNU48, *Il6*, *IL6*, *Rb1*, *RB1*, *Actb* and *ACTB* (Applied Biosystems, assay ID 001187, 002234, 001232, 001006, Mm00446190_m1, Hs00985639_m1, Mm00485586_m1, Hs01078066_m1, Mm00607939_s1 and Hs99999903_m1). snoRNA202, RNU48, *Actb* and *ACTB* were used as internal controls.

### Immunoblotting (IB)

Whole-cell and nuclear fractions were prepared as described previously [46]. IB was conducted as described previously [46] using the following antibodies to: Phospho-Rb (#9308, Cell Signaling Technology), Total RB (#554136, BD Biosciences), Cyclin D1 (#2926, Cell Signaling Technology), α-Tubulin (#CP06, Calbiochem) and β-Actin (#3700, Cell Signaling Technology).

### RNA sequencing

The total RNA was extracted using the TRIzol reagent (#15596018, Life Technologies). From 15 μg of total RNA, a RNA-sequence library was constructed using the mRNA-sequence Sample Preparation Kit, according to the manufacturer's instructions (Illumina, California, USA). A HiSeq 2000 sequencer was used to generate 36-bp single-end-read RNA sequence tags according to the manufacturer›s protocol. The RNA-sequence tags were mapped to the mouse genomic sequence (mm 9 from the UCSC Genome Browser) using the ELAND program (Illumina). Unmapped or redundantly mapped sequences were removed from the dataset, and only uniquely mapped sequences without any mismatches were used for analyses [47]. The raw data of RNA sequence are available in DNA Data Bank of Japan (DDBJ) (DRA002910 and DRA002911).

### *In vivo* tumor formation assay

Cells were suspended (1 × 10^5^ cells/sample) in 50 μl αMEM with 10% FBS and 50 μl Matrigel (BD Biosciences), and then they were injected subcutaneously into C57BL/6 male mice. After 24 days, the mice were sacrificed for separating tumors, and tumors were separated and weighed.

### miRNA microarray

Total RNA was extracted by using the miRNeasy Mini Kit (Qiagen, Tokyo, Japan). The quality of the RNA samples was assessed using the Agilent 2100 Bioanalyzer 2100 (Agilent, Santa Clara, USA). The microRNA microarray analysis was performed with a Mouse miRNA microarray 8 × 15K Rel. 15.0 (Agilent, #29152). The fluorescence intensity was measured with a G2505B Micro Array Scanner (Agilent) in the Institute for Gene Research, Kanazawa University (Ishikawa, Japan). The data were normalized using the quantile method with GeneSpring 12.6.1 GX software (Agilent). The raw data are available in the Gene Expression Omnibus (GEO) (GSE77222).

### Determination of miRNAs regulated by Rb

miRNA microarray data were analyzed using one-way ANOVA of the three groups regarding 252 miRNAs, in which the false discovery rate (FDR) was controlled with the Benjamini-Hochberg (BH) procedure. The 37 miRNAs with an adjusted *p* value < 0.1 were subjected in succession to Dunnett's test using the control sample group as a control. Those miRNAs that had less than 0.05 of the adjusted *p* value in both comparisons of *Rb* shRNA vs. Non-target and *Rb* shRNA secondary vs. non-target, and where both comparisons of altered expression with in agreement (up- or down-regulation), were regarded as candidate miRNAs regulated by Rb.

### Generation of retroviruses

Retroviruses were recovered from the Platinum-E retroviral packaging cell line gifted from Dr. Toshio Kitamura (The Institute of Medical Science, The University of Tokyo). Platinum-E cells were maintained in DMEM supplemented with 10% FBS, and transfected with pMXs or pMXs- human RB. For retrovirus production, 6 × 10^6^ Platinum-E cells were transfected with 10 μg of each pMXs vector in 46 mg/ml polyethyleneimine. After 48 hours, the medium containing retrovirus particles was collected, passed through a 0.45 μm filter, and concentrated using polyethylene glycol.

### Determination of genes regulated by Rb

The tag count data from the RNA sequencing analysis were normalized by the iDEGES/edgeR method. Differentially Expressed Genes (DEGs) were estimated using the edgeR method to determine the genes that had an FDR threshold of 5% as DEGs. These analyses were computed in the ‘TCC’ package by using R 3.1.0 [48].

### Reporter assay

For the 3′UTR reporter assay, the 3′ UTR of mouse Il-6 and human IL-6 were amplified by PCR from mouse cDNA. The resulting fragment was inserted into the pmirGLO vector (Promega Corporation, Madison, USA), to generate a luciferase reporter construct *IL-6-3*′*UTR* according to the manufacturer's instructions. We also mutated complementary seed sequences in the miR-140-binding region (See Figure 4B and Supplementary Figure 4A), and generated the reporter construct *Il-6-3*′*UTR Mu*t. NIH3T3 cells were transfected with 0.5 μg reporter construct, either 3.0 μg mmu-miR-140 construct or 3.0 μg scramble control construct, and 0.25 μg β-galactosidase using 100 μl Opti-MEM (Life Technologies) and 11.25 μl FuGENE6 (Promega Corporation, Cat. #E2691) in 6-well-type plates according to the recommended protocol. At 48 hours post transfection, luciferase activity was assessed using 1 mM D-luciferin potassium salt. Luciferase activity was normalized using β-galactosidase. MCF-7 cells were transfected with 0.05 μg reporter construct and either 0.3 μg hsa-miR-140 construct or 0.3 μg scramble control construct using 10 μl Opti-MEM (Life Technologies, Cat. #31985-700) and 1.2 μl FuGENE6 in 96-well-type plates according to the recommended protocol. At 24 hours post transfection, luciferase activity was assessed using Dual-Glo Luciferase assay system (Promega Corporation, Cat. #E2920).

### Cap analysis gene expression (CAGE) sequencing

RNA was extracted using a miRNeasy Mini Kit (Qiagen). RNA quality was assessed by Bioanalyzer (Agilent) and standardized with an RNA integrity number (RIN) > 7.0. RNA purity was analyzed by Nano Drop and considered good-quality when A260/280 and A260/230 ratios were > 1.7. First strand cDNAs were transcribed to the 5′ end of capped RNAs, attached to CAGE “bar code” tags (Supplementary Table 2) and the sequenced CAGE tags were mapped to the mouse mm9 genomes using BWA software (v0.5.9) after discarding ribosomal or non-A/C/G/T base-containing RNAs. For tag clustering, CAGE-tag 5′ coordinates were input for Reclu clustering, with a maxmum irreproducible discovery rate of (IDR) 0.1 and minimum tags per million (TPM) value of 0.1 [49, 50]

### Determination of mir-140-dependent Rb inactivation signature

Genes were filtered into the Rb inactivation signature if their TPM were: 1) > 1.0 in scramble miRNA-overexpressed and Rb-depleted cells, and 2) > 1.5 times higher in either miRNA-overexpressed or Rb-depleted cells than in control cells. From that subset genes, genes with decreased expression in *mir-140*-overexpressed and RB-depleted cells compared with scramble miRNA-overexpressed and Rb-depleted cells were identified, 412 genes total.

### Statistical analysis

Statistical significance was assessed using unpaired two-tailed Student's *t-test* (indicated by horizontal and vertical bars) or one-way ANOVA followed by Tukey's post-hoc test (indicated by horizontal bars). *p* values less than 0.05 were considered significant as denoted by an asterisk (*). Data were presented as mean ± standard deviation (S.D.). In one-way ANOVA followed by Tukey's post-hoc tests, only pairs of our interest to the study were indicated.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## References

[1] Ha M, Kim VN (2014). Regulation of microRNA biogenesis. Nat Rev Mol Cell Biol.

[2] Winter J, Jung S, Keller S, Gregory RI, Diederichs S (2009). Many roads to maturity: microRNA biogenesis pathways and their regulation. Nat Cell Biol.

[3] Esquela-Kerscher A, Slack FJ (2006). Oncomirs - microRNAs with a role in cancer. Nat Rev Cancer.

[4] Lin S, Gregory RI (2015). MicroRNA biogenesis pathways in cancer. Nat Rev Cancer.

[5] Valastyan S, Weinberg RA (2009). MicroRNAs: Crucial multi-tasking components in the complex circuitry of tumor metastasis. Cell Cycle.

[6] Lu J, Getz G, Miska EA, Alvarez-Saavedra E, Lamb J, Peck D, Sweet-Cordero A, Ebert BL, Mak RH, Ferrando AA, Downing JR, Jacks T, Horvitz HR (2005). MicroRNA expression profiles classify human cancers. Nature.

[7] Thomson JM, Newman M, Parker JS, Morin-Kensicki EM, Wright T, Hammond SM (2006). Extensive post-transcriptional regulation of microRNAs and its implications for cancer. Genes Dev.

[8] Merritt WM, Lin YG, Han LY, Kamat AA, Spannuth WA, Schmandt R, Urbauer D, Pennacchio LA, Cheng JF, Nick AM, Deavers MT, Mourad-Zeidan A, Wang H (2008). Dicer, Drosha, and outcomes in patients with ovarian cancer. N Engl J Med.

[9] Lin RJ, Lin YC, Chen J, Kuo HH, Chen YY, Diccianni MB, London WB, Chang CH, Yu AL (2010). microRNA signature and expression of Dicer and Drosha can predict prognosis and delineate risk groups in neuroblastoma. Cancer Res.

[10] Khoshnaw SM, Rakha EA, Abdel-Fatah TM, Nolan CC, Hodi Z, Macmillan DR, Ellis IO, Green AR (2012). Loss of Dicer expression is associated with breast cancer progression and recurrence. Breast Cancer Res Treat.

[11] Kumar MS, Lu J, Mercer KL, Golub TR, Jacks T (2007). Impaired microRNA processing enhances cellular transformation and tumorigenesis. Nat Genet.

[12] Chan JA, Krichevsky AM, Kosik KS (2005). MicroRNA-21 is an antiapoptotic factor in human glioblastoma cells. Cancer Res.

[13] Gregory PA, Bracken CP, Bert AG, Goodall GJ (2008). MicroRNAs as regulators of epithelial-mesenchymal transition. Cell Cycle.

[14] Blandino G, Fazi F, Donzelli S, Kedmi M, Sas-Chen A, Muti P, Strano S, Yarden Y (2014). Tumor suppressor microRNAs: a novel non-coding alliance against cancer. FEBS Lett.

[15] Takahashi C, Sasaki N, Kitajima S (2012). Twists in views on RB functions in cellular signaling, metabolism and stem cells. Cancer Sci.

[16] Yang H, Fang F, Chang R, Yang L (2013). MicroRNA-140-5p suppresses tumor growth and metastasis by targeting transforming growth factor beta receptor 1 and fibroblast growth factor 9 in hepatocellular carcinoma. Hepatology.

[17] Yuan Y, Shen Y, Xue L, Fan H (2013). miR-140 suppresses tumor growth and metastasis of non-small cell lung cancer by targeting insulin-like growth factor 1 receptor. PLoS One.

[18] Zhang W, Zou C, Pan L, Xu Y, Qi W, Ma G, Hou Y, Jiang P (2015). MicroRNA-140–5p inhibits the progression of colorectal cancer by targeting VEGFA. Cell Physiol Biochem.

[19] Lan H, Chen W, He G, Yang S (2015). miR-140-5p inhibits ovarian cancer growth partially by repression of PDGFRA. Biomed Pharmacother.

[20] Li Q, Yao Y, Eades G, Liu Z, Zhang Y, Zhou Q (2014). Downregulation of miR-140 promotes cancer stem cell formation in basal-like early stage breast cancer. Oncogene.

[21] Kitajima S, Kohno S, Kondoh A, Sasaki N, Nishimoto Y, Li F, Abdallah Mohammed MS, Muranaka H, Nagatani N, Suzuki M, Kido Y, Takahashi C (2015). Undifferentiated State Induced by Rb-p53 Double Inactivation in Mouse Thyroid Neuroendocrine Cells and Embryonic Fibroblasts. Stem Cells.

[22] Salah M, Nishimoto Y, Kohno S, Kondoh A, Kitajima S, Muranaka H, Nishiuchi T, Ibrahim A, Yoshida A, Takahashi C (2015). An in vitro system to characterize prostate cancer progression identified signaling required for self-renewal. Mol Carcinog.

[23] Gauthier ML, Berman HK, Miller C, Kozakeiwicz K, Chew K, Moore D, Rabban J, Chen YY, Kerlikowske K, Tlsty TD (2007). Abrogated response to cellular stress identifies DCIS associated with subsequent tumor events and defines basal-like breast tumors. Cancer Cell.

[24] Marotta LL, Almendro V, Marusyk A, Shipitsin M, Schemme J, Walker SR, Bloushtain-Qimron N, Kim JJ, Choudhury SA, Maruyama R, Wu Z, Gonen M, Mulvey LA (2011). The JAK2/STAT3 signaling pathway is required for growth of CD44(+)CD24(−) stem cell-like breast cancer cells in human tumors. The Journal of clinical investigation.

[25] Knudsen ES, Wang JY (1997). Dual mechanisms for the inhibition of E2F binding to RB by cyclin-dependent kinase-mediated RB phosphorylation. Mol Cell Biol.

[26] Arima Y, Inoue Y, Shibata T, Hayashi H, Nagano O, Saya H, Taya Y (2008). Rb depletion results in deregulation of E-cadherin and induction of cellular phenotypic changes that are characteristic of the epithelial-to-mesenchymal transition. Cancer Res.

[27] Bosco EE, Wang Y, Xu H, Zilfou JT, Knudsen KE, Aronow BJ, Lowe SW, Knudsen ES (2007). The retinoblastoma tumor suppressor modifies the therapeutic response of breast cancer. The Journal of clinical investigation.

[28] Nik-Zainal S, Davies H, Staaf J, Ramakrishna M, Glodzik D, Zou X, Martincorena I, Alexandrov LB, Martin S, Wedge DC, Van Loo P, Ju YS, Smid M (2016). Landscape of somatic mutations in 560 breast cancer whole-genome sequences. Nature.

[29] Hermeking H (2012). MicroRNAs in the p53 network: micromanagement of tumour suppression. Nat Rev Cancer.

[30] Korkaya H, Kim GI, Davis A, Malik F, Henry NL, Ithimakin S, Quraishi AA, Tawakkol N, D'Angelo R, Paulson AK, Chung S, Luther T, Paholak HJ (2012). Activation of an IL6 inflammatory loop mediates trastuzumab resistance in HER2+ breast cancer by expanding the cancer stem cell population. Molecular cell.

[31] Sansone P, Storci G, Tavolari S, Guarnieri T, Giovannini C, Taffurelli M, Ceccarelli C, Santini D, Paterini P, Marcu KB, Chieco P, Bonafe M (2007). IL-6 triggers malignant features in mammospheres from human ductal breast carcinoma and normal mammary gland. The Journal of clinical investigation.

[32] Brady JJ, Li M, Suthram S, Jiang H, Wong WH, Blau HM (2013). Early role for IL-6 signalling during generation of induced pluripotent stem cells revealed by heterokaryon RNA-Seq. Nat Cell Biol.

[33] Takahashi K, Yamanaka S (2016). A decade of transcription factor-mediated reprogramming to pluripotency. Nat Rev Mol Cell Biol.

[34] Kareta MS, Gorges LL, Hafeez S, Benayoun BA, Marro S, Zmoos AF, Cecchini MJ, Spacek D, Batista LF, O'Brien M, Ng YH, Ang CE, Vaka D (2015). Inhibition of pluripotency networks by the rb tumor suppressor restricts reprogramming and tumorigenesis. Cell stem cell.

[35] Kohno S, Kitajima S, Sasaki N, Takahashi C (2016). Retinoblastoma tumor suppressor functions shared by stem cell and cancer cell strategies. World J Stem Cells.

[36] Yamashita S, Miyaki S, Kato Y, Yokoyama S, Sato T, Barrionuevo F, Akiyama H, Scherer G, Takada S, Asahara H (2012). L-Sox5 and Sox6 proteins enhance chondrogenic miR-140 microRNA expression by strengthening dimeric Sox9 activity. J Biol Chem.

[37] Nakamura Y, He X, Kato H, Wakitani S, Kobayashi T, Watanabe S, Iida A, Tahara H, Warman ML, Watanapokasin R, Postlethwait JH (2012). Sox9 is upstream of microRNA-140 in cartilage. Appl Biochem Biotechnol.

[38] Yang J, Qin S, Yi C, Ma G, Zhu H, Zhou W, Xiong Y, Zhu X, Wang Y, He L, Guo X (2011). MiR-140 is co-expressed with Wwp2-C transcript and activated by Sox9 to target Sp1 in maintaining the chondrocyte proliferation. FEBS Lett.

[39] Gabellini C, D Del Bufalo, Zupi G (2006). Involvement of RB gene family in tumor angiogenesis. Oncogene.

[40] Yu H, Lee H, Herrmann A, Buettner R, Jove R (2014). Revisiting STAT3 signalling in cancer: new and unexpected biological functions. Nat Rev Cancer.

[41] Gherardi E, Birchmeier W, Birchmeier C, Vande Woude G (2012). Targeting MET in cancer: rationale and progress. Nat Rev Cancer.

[42] Goel HL, Mercurio AM (2013). VEGF targets the tumour cell. Nat Rev Cancer.

[43] Anastas JN, Moon RT (2013). WNT signalling pathways as therapeutic targets in cancer. Nat Rev Cancer.

[44] Miyaki S, Asahara H (2012). Macro view of microRNA function in osteoarthritis. Nat Rev Rheumatol.

[45] Tsukada T, Tomooka Y, Takai S, Ueda Y, Nishikawa S, Yagi T, Tokunaga T, Takeda N, Suda Y, Abe S (1993). Enhanced proliferative potential in culture of cells from p53-deficient mice. Oncogene.

[46] Kitajima S, Miki T, Takegami Y, Kido Y, Noda M, Hara E, Shamma A, Takahashi C (2011). Reversion-inducing cysteine-rich protein with Kazal motifs interferes with epidermal growth factor receptor signaling. Oncogene.

[47] Kanai A, Suzuki K, Tanimoto K, Mizushima-Sugano J, Suzuki Y, Sugano S (2011). Characterization of STAT6 target genes in human B cells and lung epithelial cells. DNA research.

[48] Sun J, Nishiyama T, Shimizu K, Kadota K (2013). TCC: an R package for comparing tag count data with robust normalization strategies. BMC Bioinformatics.

[49] Murata M, Nishiyori-Sueki H, Kojima-Ishiyama M, Carninci P, Hayashizaki Y, Itoh M (2014). Detecting expressed genes using CAGE. Methods Mol Biol.

[50] Ohmiya H, Vitezic M, Frith MC, Itoh M, Carninci P, Forrest AR, Hayashizaki Y, Lassmann T, Consortium F (2014). RECLU: a pipeline to discover reproducible transcriptional start sites and their alternative regulation using capped analysis of gene expression (CAGE). BMC Genomics.

[51] Betel D, Koppal A, Agius P, Sander C, Leslie C (2010). Comprehensive modeling of microRNA targets predicts functional non-conserved and non-canonical sites. Genome Biol.

[52] Betel D, Wilson M, Gabow A, Marks DS, Sander C (2008). The microRNA.org resource: targets and expression. Nucleic Acids Res.

# Supplementary material for: MicroRNA-140 mediates RB tumor suppressor function to control stem cell-like activity through interleukin-6
**Source:** Oncotarget. 2017 Jan 16;8(8):13872–85. doi: 10.18632/oncotarget.14681
**Supplement:** Supplementary file 1

## **MicroRNA-140 mediates RB tumor suppressor function to control stem cell-like activity through interleukin-6**

### **Supplementary Materials**

#### **BrdU incorporation**

$2 \times 10^5$  cells were incubated with 10  $\mu$ M BrdU at 37°C for 20 min in  $\alpha$ MEM supplemented 10% FBS. BrdU staining was performed according to the manufacturer's instruction (#11 296 736 001, Roche). 30,000 cells suspended in 500  $\mu$ l of PBS containing 5% FBS were analyzed by FACSCanto (BD Biosciences).

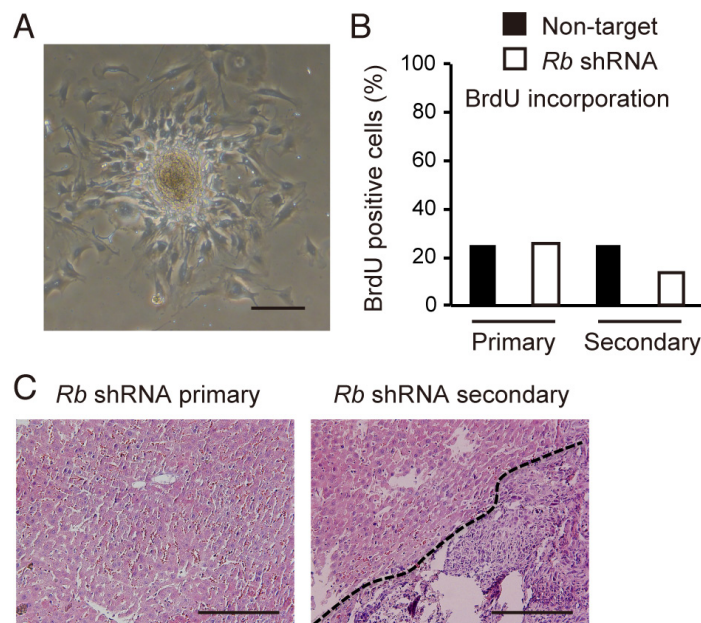

**Supplementary Figure 1: Analysis of spherogenic cells induced by Rb depletion.** (A) A phase-contrast image of cells migrating from a sphere that had been generated under sphere culture condition, relocated onto a new culture dish, and grown under 2D culture condition. (B) Percentage of BrdU positive cells determined by FACS in *p53*-null soft tissue sarcoma cells transduced with the indicated shRNA and cultured under the indicated condition.  $N = 1$ . (C) Hematoxylin-Eosin (HE) staining of the liver of C57BL/6 mice those were intra-abdominally inoculated with  $1 \times 10^4$  of the indicated cells. (day 29). Scale bar: 100  $\mu$ m. The right lower part of the right Figure indicated by dotted line shows metastasis.

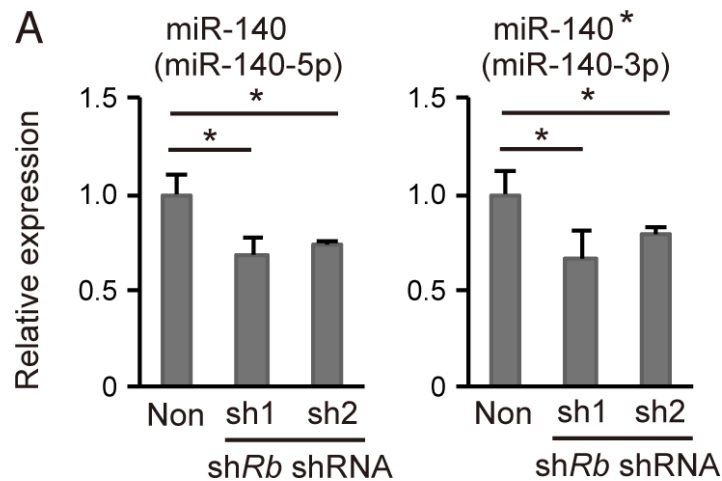

**Supplementary Figure 2: Downregulation of *mmu-mir-140* expression following Rb depletion.** (A) RT-qPCR of *miR-140* (left) and *miR-140\** (right) in *p53*-null soft tissue sarcoma cells transduced with the indicated vector. *N* = 3.

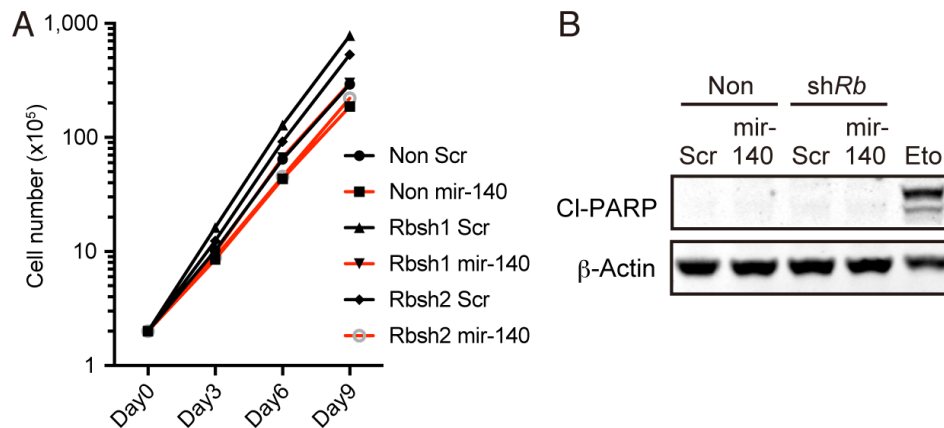

**Supplementary Figure 3: Analysis of cell growth and apoptosis in *mmu-mir-140* expressing *p53*-null soft tissue sarcoma cells.** (A) Growth curve of *p53*-null soft tissue sarcoma cells transduced with the indicated vector. (B) Immunoblot (IB) of the indicated proteins in *p53*-null soft tissue sarcoma cells transduced with the indicated vector. As a positive control for apoptosis induction, cells were treated with 5  $\mu$ M etoposide for 48 h.

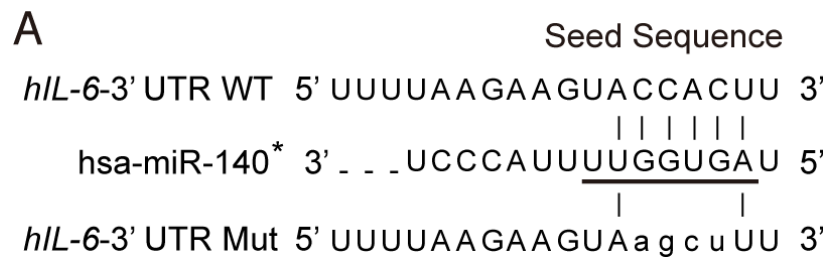

**Supplementary Figure 4: The sequence of the reporter constructs *hIL-6*-3'UTR WT and *hIL-6*-3'UTR Mut.** (A) The sequence of the human *IL-6* 3'UTR containing seed sequence of *hsa-mir-140* (underlined). The seed sequence of the human *IL-6* 3'UTR was mutated as shown (*hIL-6*-3'UTR Mut).

**Supplementary Table 1: The list of 412 genes induced by Rb depletion possibly in a mir140-dependent manner in *p53*-null soft tissue sarcoma cells (See Material and Methods).** Gene list was ranked according to the average of tags per million (TPM) in scramble miRNA overexpressed and Rb depleted cells determined by cap analysis gene expression (CAGE) sequencing ( $N = 3$ ). See Supplementary\_Table\_1

**Supplementary Table 2: Gene ontology (GO) analysis using the 412 genes listed in Table S1.** The GO terms with  $p$  value  $< 0.05$  are listed. See Supplementary\_Table\_2

How the deposited data were processed for this re-analysis (not part of the article)

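MiRNA expression was measured with 1-colour Agilent mouse miRNA arrays, 2 of control primary cells, 2 of Rb-depleted primary cells and 3 of Rb-depleted secondary cells. Whether the replicates came from separate cultures is not stated. The authors deposited a table of log2 values made by quantile normalization in GeneSpring, with 252 mouse miRNAs and 11 control rows, and the intensity of each spot and miRNA in the scanner's output for every array. The control rows were left out. The table's columns were matched to the samples through the scanner file that each names. The table's rows were matched to the scanner's miRNAs by the order of the values within each array and not by name, since many names differ. Of the 252 miRNAs, 20 carry a version suffix in the scanner files.

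The deposited log2 values were analysed in R 4.3.3 with limma 3.58.1 (statmod 1.5.0 for array weights), and files were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. A linear model with 3 group means was fitted to all 7 arrays with empirical Bayes moderation. The 3 groups were compared with the moderated F-test at a Benjamini-Hochberg adjusted p of 0.1, the threshold of the paper, and miRNAs past it were compared with control cells after Dunnett's adjustment at 0.05, which needed both comparisons to pass in the same direction. Pairs of groups were compared over all 252 miRNAs at a Benjamini-Hochberg adjusted p of 0.05. The lists of miRNA clusters and families (at least 3 members) were tested with camera at an inter-miRNA correlation of 0.01, with adjustment over lists and comparisons. Besides the Dlk1-Dio3 cluster, these were the let-7, miR-15/16, miR-29 and miR-30 families, the clusters of miR-17, miR-106b and miR-23 and the miRNAs induced by p53 that the paper's discussion names, none of which had an adjusted p under 0.05.

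The miRNAs named in the text are those the paper lists, miR-140*, and in each comparison the 3 with the largest log2 fold change in each direction among those with an adjusted p under 0.05 whose groups of arrays do not overlap. Any other miRNA named was chosen after its values were seen. Principal components were computed on centred, unscaled values, and arrays were clustered by Ward's method on Euclidean distances. Loci were taken from the GENCODE annotation of NCBIM37, which holds no entry for miR-1839.

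The alternatives were scaling to the 75th percentile over the miRNAs detected on all arrays or over all mouse miRNAs, quantile normalization of the 252 miRNAs alone, no normalization, all mouse miRNAs with a floor of 1 (312 tested), the classical tests, the replicate number as a block, trend and robust moderation, array weights, other thresholds and adjustments, and each array left out in turn. Slide as a term and normexp (offset 50) on the median spot signal were added after the data were seen, the latter because the files lack the mean spot signal. A filter on detection was planned and changes no value, since all 252 miRNAs were detected on all 7 arrays. RNA-seq, RT-qPCR and other experiments of the paper have no samples among the arrays and were left out.

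The procedure was tested on 20 simulated data sets of 252 miRNAs, of which 60 were changed by a log2 of 1. The change was the same in both Rb-depleted groups, and the noise was independent between miRNAs and between arrays. The miRNAs called in Rb-depleted primary cells changed by less (miR-140 the most, by -0.67), so the rates below describe larger changes than those. The F-test found 90.1% of the changed miRNAs with 6.97% of its calls false, the selection after Dunnett's adjustment found 88.6% with 2.39% false, the comparison of Rb-depleted primary with control cells found 85.6% with 3.30% false, and the classical analysis of variance found 79.1% with 7.42% false.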

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

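All tests of explanations in this part were chosen after the result was seen, except the one on signal level.

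Several of the named miRNAs changed differently in the 2 kinds of Rb-depleted cells, tested as the difference between secondary and primary cells in limma with Benjamini-Hochberg adjustment. Secondary cells had higher log2 values of miR-196a (by 3.35), miR-574-3p (2.66), miR-299 (2.09), miR-378 (1.99), miR-136 (1.05) and miR-29b (0.298), and lower values of miR-671-5p (-2.30), miR-370 (-1.49), miR-129-5p (-1.36), miR-188-5p (-1.02) and miR-1187 (-0.553). In Rb-depleted primary cells miR-574-3p and miR-299 lay near the floor (mean log2 value 0.23 each), so the sizes of their differences are uncertain. With slide as a term, a setting chosen after seeing the data, 0 miRNAs passed in this comparison (67 at an unadjusted p under 0.05), and 2 of the 3 arrays of secondary cells lay on a slide of their own. The secondary array on the slide of the primary cells had a PC1 score of 5.40, beyond every primary array, but 1 array cannot exclude an effect of the slide. Slide and passage through spheres therefore cannot be told apart for these miRNAs.

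The miRNAs of the Dlk1-Dio3 cluster, lower in Rb-depleted primary cells, were higher in secondary than in Rb-depleted primary cells (median difference 0.247, 24 of 30 miRNAs, adjusted p = 0.0134 by camera in limma). The calls do not hold with fry (p = 0.0636) or an estimated correlation (p = 0.387), before adjustment. Without Rb-depleted primary cells replicate 2 the median difference was 0.0670, so a single array could account for most of it, and this stays open. The fall in primary cells does not rest on that array alone, as the median log2 fold change without it was -0.290. Among 10000 random lists of miRNAs matched on signal, 0 had a median as low as that of the cluster, and the lowest was -0.331. Such lists bear on signal level only. They shuffle miRNAs and not arrays, so they cannot exclude variation between arrays that the members of the cluster share. With camera's estimated correlation, the p of the fall in primary cells was 0.0753 before adjustment. Under 5 other scalings the highest median was -0.211, with 30 of 30 miRNAs lower under each. Depletion of Rb may lower the cluster in primary cells, as a hypothesis found and tested on the same 4 arrays. Both Rb-depleted arrays among these carry the same shRNA, so an off-target effect of it stays open.

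Among the miRNAs outside those the paper discusses, miR-378 (log2 fold change 2.58), miR-574-3p (2.56) and miR-196a (2.21) were higher in secondary cells than in control cells, and miR-1187 (0.621) was higher in Rb-depleted primary cells. The mean log2 value of miR-574-3p in control cells was 0.33, near the floor, and that of miR-378 was 2.09. For miR-378 the adjusted p stayed under 0.05 under each scaling, with 0.0249 the highest. The highest was 0.814 for miR-574-3p, 0.0735 for miR-196a and 0.253 for miR-1187, so for these a part of the scaling in the change cannot be excluded. On the slide of the control arrays, the array of secondary cells lay at least 2.27 (log2) above the higher control array for miR-378, miR-574-3p and miR-196a, which is 1 array and leaves the slide open.

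Of the 444 mouse miRNAs outside the normalized table, 384 were detected on no array. MiR-146b-5p was detected on 0 of 2 control arrays and on all 5 arrays of Rb-depleted cells, with a median total gene signal of 28.7 there. Dimmer control arrays do not account for it, since the dimmer control array was 1.07 times as bright as the brightest array of Rb-depleted cells. With 10 miRNAs detected on exactly 5 arrays, the probability that at least 1 has this pattern of detection by chance is 0.386, a test that takes no account of the signal. In the fit of all mouse miRNAs with a floor, miR-146b-5p had an adjusted p of 0.00627 by limma between secondary and control cells, where its signal was 28.7 to 146.4 on the 3 arrays. These signals lie above the lowest detected on the control arrays. The floor sets the spread between the control arrays to 0, and 2 of the 3 secondary arrays lay on the other slide. Chance in secondary cells is therefore not excluded by this fit. Between Rb-depleted primary and control cells the adjusted p over all miRNAs was 0.116, with signals of 11.3 and 12.8, and chance stays open there, although miR-146b-5p passed Dunnett's adjustment (adjusted p = 0.00680 by limma) and was among the miRNAs changed in both comparisons in this fit. The control arrays stand at the floor in this fit. MiR-455-3p, with a median of 11.9 where detected, was seen on 0 of 2 control arrays, 1 of 2 arrays of Rb-depleted primary cells and all 3 arrays of secondary cells, and miR-186-3p, with a median of 3.76, on 0 of 2 control arrays, both arrays of Rb-depleted primary cells and 2 of 3 of secondary cells. The lowest signal detected for any miRNA was 4.51 and 4.85 on the control arrays and 5.37 on Rb-depleted secondary cells replicate 1. Every detected signal of miR-186-3p was below these (3.57 to 4.18), so its lack of detection on those arrays does not show a lower level. No biological explanation was tested for these 3 miRNAs.

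Detection was also lost in Rb-depleted cells. MiR-290-5p was detected on both control arrays, at 16.2 and 10.0, and on 0 of 5 arrays of Rb-depleted cells. On all 4 arrays of primary cells and 0 of 3 arrays of secondary cells, 5 miRNAs were detected: miR-1306-3p, with signals of 57.2, 51.8, 34.1 and 31.7, miR-138-5p, miR-676-3p, miR-126-3p and miR-322-3p. In the fit of all mouse miRNAs with a floor, miR-290-5p had an adjusted p of 0.00311 by limma in Rb-depleted primary cells and 3.94e-04 in secondary cells, and it was among the miRNAs changed in both comparisons, as were miR-1306-3p, miR-138-5p and miR-676-3p. The floor sets the spread of miR-290-5p among its undetected arrays to 0 and its signal on the control arrays was low, so chance is not excluded by this fit. No biological explanation was tested for these miRNAs.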

How the results depend on the processing

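Slide as a term and normexp on the median signal were chosen after seeing the data. Unless stated otherwise, the cause of a change was not tested.

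The 109 miRNAs past the F-test became 62 with the classical analysis of variance, 24 with slide as a term and 51 at a threshold of 0.05, and the other settings with all arrays, the block below aside, gave 77 to 148. Leave-one-out fits gave 53 to 124, with 53 without Rb-depleted secondary cells replicate 1 and 57 without replicate 3.

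The 17 miRNAs changed in both comparisons became 9 when scaled to the 75th percentile of the miRNAs detected on all arrays, 42 without normalization, 26 with array weights, 5 with slide as a term and 2 with Benjamini-Hochberg in place of Dunnett's adjustment. Leave-one-out fits gave 11 to 20, with 11 without Rb-depleted secondary cells replicate 3. Of the 17, 6 were higher, against 0 of 9 and 0 of 42 under the first 2 of these settings and 9 of 17 when scaled over all mouse miRNAs.

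Between Rb-depleted primary and control cells, the 4 calls (64 miRNAs at an unadjusted p under 0.05) became 0 under both scalings to the 75th percentile (42 and 68 unadjusted), with slide as a term (62) and with only the 2 groups fitted (71), 27 without normalization (0 higher), 7 with all mouse miRNAs, 7 with normexp and 8 with array weights. Leave-one-out fits gave 0 to 12, with 0 without Rb-depleted secondary cells replicate 1 (62 unadjusted) or replicate 3 (56 unadjusted) and 12 without replicate 2. Between secondary and control cells, the 57 calls became 29 when scaled to the 75th percentile of the miRNAs detected on all arrays (9 higher, against 33 of 57), 114 without normalization (5 higher), 34 with the classical test and 6 with slide as a term. Leave-one-out fits gave 16 to 74, with 16 without Rb-depleted secondary cells replicate 1 and 26 without replicate 3. Between secondary and Rb-depleted primary cells, the 51 calls became 15 with the classical test, 0 with slide as a term and 19 with only the 2 groups fitted. Leave-one-out fits gave 17 to 66, with 19 without either control array, 17 without Rb-depleted secondary cells replicate 1 and 18 without replicate 3.

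PC1 held 60.1% without normalization, 47.9% with all mouse miRNAs, 63.0% with normexp and 39.5% at unit variance. In leave-one-out it held 47.8% without Rb-depleted secondary cells replicate 3 and 65.3% without Rb-depleted primary cells replicate 2. PC2 held 16.4% with normexp, and in leave-one-out 11.8% without Rb-depleted primary cells replicate 2 and 30.5% without Rb-depleted secondary cells replicate 3. The share between groups was 68.8% to 78.7% in leave-one-out, with 74.8% without Rb-depleted primary cells replicate 1. Average linkage gave 1 of the 2 divisions, and the other clustering settings gave both.

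The change of miR-140 against miR-337-3p turned to 0.119 in primary and 0.0739 in secondary cells under both 75th percentile scalings and without normalization, where a single factor per array cancels and gives 1 value, and under normexp it was -0.254 and -0.110. Its leave-one-out range in primary cells was -0.149 to 0.0517. MiR-29b in primary cells changed by -0.108 when scaled to the miRNAs detected on all arrays. Without normalization, it changed by -0.343 and -0.217, miR-18a by -0.0534 and -0.128, and miR-25 in secondary cells by -0.294, where the median of all miRNAs fell as well. MiR-140 and miR-337-3p stayed lower in both comparisons under every setting, with -0.198 for miR-337-3p in secondary cells under normexp the smallest change. In secondary cells the call on miR-140 was lost under both 75th percentile scalings (adjusted p = 0.0826 and 0.116 by limma, with 0.00203 to 0.116 the range with all arrays), so miR-140 was not among the miRNAs changed in both comparisons there. The call on miR-337-3p in secondary cells was lost when scaled to the miRNAs detected on all arrays (adjusted p = 0.0824) and with slide as a term (0.0571), and kept when scaled over all mouse miRNAs (0.0425).

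The 2 camera calls became 4 when scaled over all mouse miRNAs, 5 with normexp and 0 with fry or an estimated correlation. Among the values of the named miRNAs, 122 lost their call, 6 gained one, 8 moved and the 6 given above reversed, and 378 of 520 kept their direction and call.

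With the replicate number as a block, 6 miRNAs passed the F-test, 2 changed in both comparisons, and 0, 4 and 0 passed in the 3 comparisons of groups. The numbers do not pair the samples: deviations of arrays with the same number correlated at 0.134, -0.0172 and -0.0697 across miRNAs in the 3 pairs of groups.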

Differences from the paper's values

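The miRNAs past the test over the 3 groups numbered 109, against the paper's 37. Of the alternatives set before the data were examined, a threshold of 0.05 (51) and the fit without Rb-depleted secondary cells replicate 1 (53) came within 1.5 times of the paper's count, and the others did not. The paper's classical one-way analysis of variance gave 62.

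The miRNAs changed in both comparisons numbered 17, against the paper's 6. Of the alternatives set before the data were examined, only scaling to the 75th percentile of the miRNAs detected on all arrays (9) came within 1.5 times in number, but 0 of the 6 miRNAs of the paper were among these 9 and all 9 were lower. Slide as a term, chosen after seeing the values, gave 5, of which 2 are on the paper's list. The classical analysis gave 13, and these included all of the miRNAs the paper lists. In limma's fit, miR-18a, miR-25 and miR-29b were not among the 17. Array weights, quantile normalization of the 252 miRNAs alone and the floor on all mouse miRNAs also called miR-29b.

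The adjusted p of miR-1839-3p was 0.00478 in primary cells against the paper's about 0.0095, and 6.80e-04 in secondary cells against the paper's about 0.0022 (Fig. 2C, read by eye). For miR-18a they were 0.148 against the paper's about 0.046 and 0.00902 against the paper's about 0.0031 (Fig. 2C, read by eye). For miR-25 they were 0.0102 against the paper's about 0.0022 and 0.124 against the paper's about 0.026 (Fig. 2C, read by eye). For miR-29b they were 0.0544 against the paper's about 0.0090 and 7.94e-04 against the paper's about 2.4e-04 (Fig. 2C, read by eye). Under the classical Dunnett's test, an alternative set before the data were examined and the test the paper's methods name, all 12 adjusted p came within 1.5 times of those in Fig. 2C.

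The paper states that miR-140 had the more robust fold change of the pair. Its log2 fold change exceeded that of miR-337-3p by 0.049 in primary and 0.031 in secondary cells, and was the smaller of the pair under both scalings to the 75th percentile and without normalization, by 0.119 and 0.0739, settings that share 1 value because a single factor per array cancels in the difference. Under normexp, chosen after seeing the values, the change of miR-140 was the larger, by 0.254 and 0.110. This came from a smaller change of miR-337-3p, which in primary cells was -0.30 there against -0.62 in the main fit.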

Other observations

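The test of the other splits of the arrays and that of the scaling of miR-140 and miR-337-3p were chosen before their results were seen, and the other tests after. The test of the scaling was parted into primary and secondary cells after its values were seen, with the prediction unchanged.

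Of 100 splits drawn from all possible splits of the 7 arrays into groups of 2, 2 and 3, 1 gave as many as 109 miRNAs past the F-test, which was the real one.

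Replicate arrays had the same normalized value in 109 comparisons of a miRNA between 2 arrays, and 0 of these had the same scanner intensity. Equal values are therefore a result of quantile normalization. In 2 miRNAs, miR-720 and miR-1937b, no group had any spread.

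In Rb-depleted primary cells, the log2 fold changes of miR-140 and miR-337-3p stayed below 0 under every scaling of the arrays, the highest being -0.303, with a Dunnett-adjusted p under 0.05 under each, so scaling alone does not make them lower. Adjusted over all 252 miRNAs by Benjamini-Hochberg, neither passed under the scalings to the 75th percentile. In secondary cells they also stayed below 0, the highest being -0.198, but the Dunnett-adjusted p rose to 0.116 for miR-140 under scaling to the 75th percentile, so a part of the scaling stays open there. For miR-18a, miR-25 and miR-29b, 1 of 24 log2 fold changes was at or below 0 over the 4 scalings other than none, that of miR-29b in primary cells. Without normalization 5 of 6 were, but there the shift common to all miRNAs moves them down. Whether the scaling contributes to their rise stays open, since the calls on these miRNAs did not pass in both comparisons in limma's main fit. With quantile normalization of the 252 miRNAs alone, miR-29b passed in both (Dunnett-adjusted p = 0.0297 and 5.20e-04 by limma). In primary cells it did not pass under the scalings to the 75th percentile, under normexp or without normalization. MiR-1839-3p stayed above 0 under every scaling, with 0.139 and 0.239 without normalization, where neither comparison passed the threshold (adjusted p = 0.601 and 0.228 by limma). Scaled to the 75th percentile of the miRNAs detected on all arrays, its call was lost in primary cells (log2 fold change 0.375, Dunnett-adjusted p = 0.112 by limma). In secondary cells it was kept there (0.00472).

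The paper reports from RT-qPCR that miR-140 fell further in secondary than in primary Rb-depleted cells. On the arrays, miR-140 was higher in secondary than in Rb-depleted primary cells by 0.26 (adjusted p = 0.0702 by limma), and miR-140* by 0.031 (adjusted p = 0.852), so neither difference passed the threshold. The direction of miR-140* depends on the scaling: the difference was -0.042 and -0.16 under the 75th percentile scalings, -0.26 without normalization and -0.057 with normexp, lower in secondary cells, and 0.0099 with quantile normalization of the 252 miRNAs alone, with adjusted p of 0.285 to 0.990. For miR-140 it stayed above 0 under these scalings, between 0.10 and 0.32.

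The other arm of the miR-1839 hairpin, miR-1839-5p, changed by -0.64 in Rb-depleted primary cells (adjusted p = 0.526 by limma) and by 1.22 in secondary cells (adjusted p = 0.158).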
